# The Tomato Hybrid Proline-rich Protein regulates the abscission zone competence to respond to ethylene signals

**DOI:** 10.1038/s41438-018-0033-2

**Published:** 2018-06-01

**Authors:** Srivignesh Sundaresan, Sonia Philosoph-Hadas, Chao Ma, Cai-Zhong Jiang, Joseph Riov, Raja Mugasimangalam, Betina Kochanek, Shoshana Salim, Michael S. Reid, Shimon Meir

## Abstract

The Tomato Hybrid Proline-rich Protein (*THyPRP*) gene was specifically expressed in the tomato (*Solanum lycopersicum*) flower abscission zone (FAZ), and its stable antisense silencing under the control of an abscission zone (AZ)-specific promoter, *Tomato Abscission Polygalacturonase4*, significantly inhibited tomato pedicel abscission following flower removal. For understanding the THyPRP role in regulating pedicel abscission, a transcriptomic analysis of the FAZ of *THyPRP*-silenced plants was performed, using a newly developed AZ-specific tomato microarray chip. Decreased expression of *THyPRP* in the silenced plants was already observed before abscission induction, resulting in FAZ-specific altered gene expression of transcription factors, epigenetic modifiers, post-translational regulators, and transporters. Our data demonstrate that the effect of *THyPRP* silencing on pedicel abscission was not mediated by its effect on auxin balance, but by decreased ethylene biosynthesis and response. Additionally, *THyPRP* silencing revealed new players, which were demonstrated for the first time to be involved in regulating pedicel abscission processes. These include: gibberellin perception, Ca^2+^-Calmodulin signaling, Serpins and Small Ubiquitin-related Modifier proteins involved in post-translational modifications, Synthaxin and SNARE-like proteins, which participate in exocytosis, a process necessary for cell separation. These changes, occurring in the silenced plants early after flower removal, inhibited and/or delayed the acquisition of the competence of the FAZ cells to respond to ethylene signaling. Our results suggest that THyPRP acts as a master regulator of flower abscission in tomato, predominantly by playing a role in the regulation of the FAZ cell competence to respond to ethylene signals.

## Abscission: Uncovering a master regulatory gene

Investigations using tomato plant models provide insights into a key part of plants’ growth cycle. During healthy growth, plants deliberately drop unfertilized flowers and ripe fruit - a process called abscission. This process influences crop yields, yet the molecular mechanisms involved are not clear. Tomato plants provide a valuable model because they develop distinct abscission zones (AZ) at the stems (pedicels) attaching single flowers to the plant. Shimon Meir at the Agricultural Research Organization, The Volcani Center in Israel and co-workers uncovered the role of the tomato hybrid proline rich protein gene (*THyPRP*) in regulating the tomato flower AZ. Using a newly-developed microarray chip to monitor genes in the AZ, the team found that silencing *THyPRP* altered gene expression in the flower AZ, which in turn affected its competence to respond to ethylene signaling. They also identified several other proteins and signaling pathways involved in abscission.

## Introduction

Abscission is a natural process of plant development, in which subtended organs, leaves, flowers, fruits, and branches, separate from the parent plant^1,2^. The abscission process usually occurs in four phases (A–D)^3–6^. **A**, differentiation of undifferentiated cells to an anatomically discrete abscission zone (AZ); **B**, acquisition of the competence of the AZ cells to respond to abscission signals; **C**, activation of the AZ cells by the abscission signals (mainly ethylene), and synthesis of cell wall hydrolyzing enzymes, leading to organ separation (execution phase); **D**, trans-differentiation of the retained portion of the AZ to produce a protective defense layer. Much is already known about the anatomical events of phase A, and the physiology, biochemistry, and molecular basis of phase C^7–10^. The role of auxin depletion as a key event in the acquisition of the competence to respond to ethylene signaling in the AZ cells was recently reviewed^11^, and we are beginning to get an insight into the above events at the molecular level^12–18^.

Tomato (*Solanum lycopersicum*) is a convenient model system to study the abscission process, since tomato plants develop a distinct AZ in the midpoint of the flower pedicel, referred to as flower AZ (FAZ). In the first transcriptome microarray analysis of the tomato FAZ performed following abscission induction by auxin depletion, several genes were specifically expressed in the FAZ and not in the pedicel non-AZ (NAZ) region, including *KNOTTED1-LIKE HOMEOBOX PROTEIN1 (KD1)*, and *TOMATO PROLINE RICH PROTEIN* (*TPRP-F1*)^15^. A role of KD1 in tomato flower abscission was reported^19^, and the present study describes an attempt to elucidate the functional role of TPRP-F1 in abscission.

The *TPRP-F1* gene, first isolated from young tomato fruit, represents a single-copy gene in the tomato genome^20^. Sequence analysis of the deduced open reading frame of this gene revealed the existence of proline-rich repeated amino acid motifs^21^, but ignored the C-terminal domain that contains an eight-cysteine motif. Unlike this structure, the Hybrid Proline Rich Proteins (HyPRPs), which create a subgroup of structural cell wall proteins rich in proline^22^, are composed of a hydrophobic and two distinct domains: a proline-rich and a C-terminal domain. Regarding these findings, we refer to the tomato PRP-F1 protein in the present study as the Tomato HyPRP (THyPRP).

Protein domains binding proline-rich motifs are frequently involved in signaling events. The unique properties of proline provide a high discriminatory recognition without requiring high affinities, and therefore the structural features of proline-rich motif binding and specific recognition were investigated^23,24^. However, although HyPRPs are ubiquitous in plants, little is known about their roles other than the function as cell wall structural proteins^25–27^. Several reports indicated that subgroups of HyPRPs might have variable functions during specific developmental stages, and in response to biotic and abiotic stresses^28–30^. Ectopic expression of HyPRP in plants accelerated cell death, led to developmental abnormality with downregulation of reactive oxygen species-scavenging genes, and enhanced the susceptibility to pathogens by suppressing expression of defense-related genes^31^. Recent findings showed that another tomato *HyPRP1* gene (solyc12g009650) is a negative regulator of salt and oxidative stresses, and is probably involved in sulfite metabolism^32^.

The regulation of the FAZ and the tomato fruit to respond to ethylene involves a cross-talk between auxin and ethylene, as auxin depletion is a prerequisite for acquiring the competence for ripening or abscission induction by ethylene^11^. Thus, *THyPRP*, which was primarily expressed in immature green tomato fruit that are ethylene insensitive, was significantly downregulated upon transition to mature green fruit that ripen in response to ethylene^33^. Similarly, following flower removal, a significant decreased *THyPRP* expression in the tomato FAZ was obtained, which was not affected by the ethylene antagonist 1-methylcyclopropene (1-MCP)^15^. This indicates that the decreased *THyPRP* expression is a direct effect of auxin depletion.

The properties of THyPRP and its specific gene expression pattern in the tomato FAZ^15^ suggest, that ThyPRP has an important role in regulating the tissue competence to respond to ethylene signals. In the present report, we investigated the role of THyPRP in regulating tomato pedicel abscission induced by flower removal. For this purpose, we studied the effects of silencing the *THyPRP* gene under the control of the AZ-specific promoter, *Tomato Abscission Polygalacturonase4* (*TAPG4*), and performed a transcriptomic analysis of the FAZ in the wild type (WT) and the *THyPRP*-silenced plants.

## Materials and methods

### Plant material and abscission induction treatments

Tomato (*Solanum lycopersicum*, cv. New Yorker) seeds were obtained from the Tomato Genetics Resource Center, University of California, Davis, USA. The inflorescences of both the WT and the transgenic lines were harvested from 4-month-old greenhouse-grown plants between 08:00 and 10:00 a.m. Preparation of flower bunches, flower removal, experimental conditions, and pedicel abscission assays were performed as described before^15,34^. Pedicel abscission was evaluated by careful touching the distal side of the FAZ, and monitoring the abscised pedicels for calculating the percent of pedicel abscission. For each line, we used 10–12 plants, and the experiments were repeated independently three times with similar results.

### Vector construction and plant transformation

To generate *TAPG4::antisense THyPRP* transgenic plants, a 2379-bp fragment of the AZ-specific *TAPG4* promoter from tomato genomic DNA and a 227-bp fragment of the *THyPRP* gene from tomato cDNA were amplified, subcloned into the modified binary vector GSA1285 in an antisense orientation, and introduced into *Agrobacterium tumefaciens* (LBA4404) by electroporation^19^. Tomato was transformed by the tissue culture method as previously described^35^. Six independent transgenic lines were generated, and two representative transgenic lines (Lines 7 and 11) were selected for further analysis because they showed delayed pedicel abscission during 20 h after flower removal (Supplementary Figure S1). Line 5, which also showed a significantly delayed abscission, was not selected because it exhibited some additional morphological alterations (data not shown).

### Gene expression profiling using the Agilent platform

The plant samples of individual time points (0, 4, 8, 12, 16, and 20 h after flower removal) from FAZ and NAZ of the WT, and FAZ of *TAPG4::antisense THyPRP* line 7, were obtained from two different biological experiments displaced in time, and used for the gene expression and microarray studies. The RNA was isolated and processed as previously described^34^. Basically, the tissue samples (50 mg) were snap frozen and homogenized using a TOMY homogenizer and steel beads (TOMY Micro Smash MS-100, Tomy Medico Ltd., Tokyo, Japan). RNA was isolated by Qiagen RNeasy Plant mini kit (Qiagen, Hilden, Germany) according to the manufacturer’s protocol. In column DNase digestion was performed according to the protocol. The eluted RNA was stored at −70 °C until further processing. Total RNA purity was assessed using a NanoDrop® ND-1000 UV-Vis spectrophotometer (Nanodrop technologies, Rockland, DE, USA). Total RNA integrity was analyzed using RNA 6000 Nano Lab Chip on the 2100 Bioanalyzer (Agilent, Palo Alto, CA, USA) following the manufacturer’s protocol. A good quality RNA was defined based on the rRNA 28S/18S ratios and RNA integrity number >6.5.

### Microarray labeling, hybridization, and scanning

Samples for gene expression analysis were labeled using Agilent Quick-Amp labeling Kit one-color. Aliquots of 500 ng of each sample were incubated with a reverse transcription mixture at 40 °C and converted to double stranded cDNA primed by oligo (dT) with a T7 polymerase promoter. Synthesized double stranded cDNA was used as template for cRNA generation. The cRNA was generated by *in vitro* transcription, and the dye Cy3 CTP (Agilent) was incorporated during this step, both carried out at 40 °C. Labeled cRNA was cleaned up, and its quality was assessed using NanoDrop® ND-1000 UV-Vis spectrophotometer. The specific activity determination was based on the cRNA concentration and dye incorporation.

The labeled cRNA samples were hybridized onto an AZ-specific microarray chip, AMADID: 043310^34^ designed by Genotypic Technology Pvt. Ltd (Bangalore, India). Aliquots of 1650 ng of Cy3-labeled samples were fragmented and hybridized by using the Gene Expression Hybridization kit of Agilent. Hybridization was carried out in an Agilent SureHyb chamber at 65 °C for 16 h. The hybridized slides were washed using Agilent Gene Expression wash buffers, and scanned using the Agilent Scanner, Part Number G2600D. Data extraction from images was performed by using Feature Extraction software of Agilent V-11.5.

### Microarray data analysis

Feature extracted data were analyzed using Agilent GeneSpring GX Version 12 software. Normalization of the data was done in GeneSpring GX using the 75th Percentile shift. Significant genes that were upregulated and downregulated within the group of samples were identified. Statistical *t*-test *p*-values were calculated based on volcano plot using algorithm, which allows visualization of the relationship between fold-change and statistical significance (considering both the magnitude of change and variability). Differentially regulated genes were classified based on gene ontology functional category using GeneSpring GX Analysis software. Duplicate samples were analyzed for each time point. Duplicated probes within the array were averaged for each given transcript.

### Gene expression validation by quantitative PCR

Primers for qPCR were designed using the Gene Runner version 3.05 (Hastings Software Inc. Hastings, USA; http://www.generunner.net). The primers were designed to match the microarray probes, validated, and amplicon sizes were confirmed using 2% agarose gel (Supplementary Table S1). The same RNA samples were used for qPCR and microarray analysis, as previously described^34^. The relative expression levels of the genes were determined after normalization with *ACTIN* as the reference gene, using the comparative C_T_ method for calculating the value of 2^-∆∆C^T.

### Sequence deposition

The microarray data for the WT FAZ and NAZ (12 arrays each) samples were submitted under Gene Expression Omnibus database (NCBI-GEO) under the accession id GSE64221. The data for the *TAPG::antisense THyPRP* FAZ samples (12 arrays) were submitted under the NCBI-GEO accession id GSE64606. The data will be released for public access upon acceptance of the manuscript.

## Results and discussion

### Inhibition of abscission by *THyPRP* silencing

We generated 12 transgenic lines in which the *THyPRP* antisense construct was driven by the AZ-specific promoter, *TAPG4*, that controls abscission^36^. For the abscission experiments, we focused on two lines, 7 and 11, of the *TAPG4::antisense THyPRP* transgenic plants, that showed significant delayed pedicel abscission phenotypes (Supplementary Figure S1). Line 11 was also used for transcriptome analysis. The *THyPRP* expression in the WT was downregulated after flower removal (Fig. 1), as previously reported^15^. The transcript abundance was significantly lower in the *THyPRP-*silenced lines than in the WT, and this was manifested already before removal of open flowers, suggesting that the *TAPG4* promoter was active in the FAZ of open flowers. The significantly reduced expression of *THyPRP* in the transgenic line 11 lasted up to 12 h after flower removal, during which the expression in the WT was gradually reduced as well (Fig. 1).

**Fig. 1:**
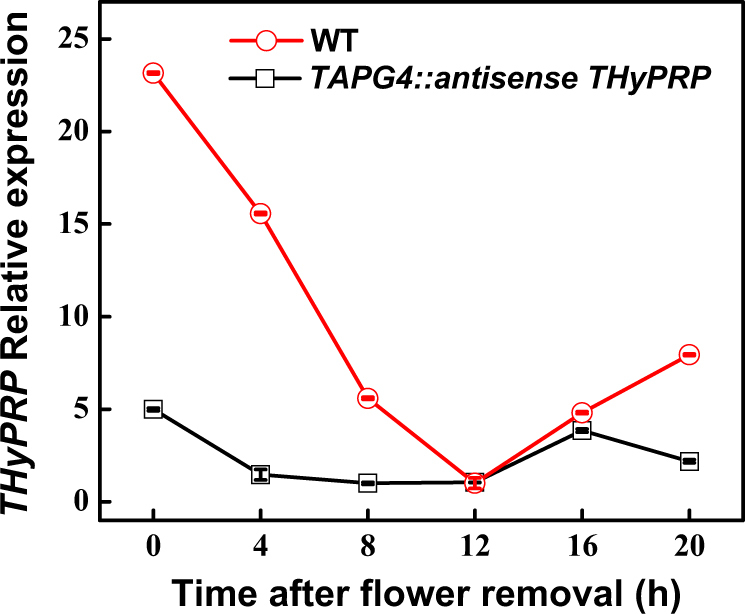
Effect of antisense silencing of *THyPRP* (ID—X57076/Solyc07g043000) on the kinetics of changes in qPCR expression of *THyPRP* in the FAZ at various time points after flower removal. qRT-PCR analysis of *THyPRP* expression in the FAZ of antisense transgenic line 11/generation T4 was compared to that in the WT at 0, 4, 8, 12, 16, and 20 h after flower removal. The relative quantification of the gene expression level in the qPCR assay was determined by the comparative C_T_ method 2^-∆∆CT^^95^, using *ACTIN* as the reference gene. The data represent the mean values (±SE) of duplicate experiments, each having three independent biological samples

Stable silencing of the *THyPRP* gene under the control of an AZ-specific promoter (*TAPG4::antisense THyPRP*) significantly inhibited pedicel abscission during 20 h after flower removal (Fig. 2). This indicates that the efficient silencing of the *THyPRP* gene affected a significant regulatory function in the FAZ, which is important for organ abscission.

**Fig. 2:**
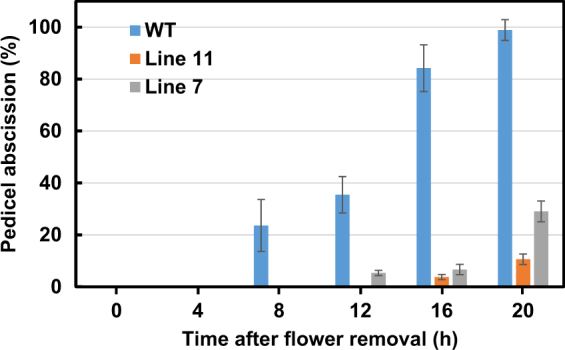
Effect of antisense silencing of *THyPRP* on the kinetics of flower pedicel abscission following flower removal. Flower explants were prepared and handled as previously described^15,34^. Wild type (WT) plants (cv. NY) and silenced lines 7 and 11/generation T4 were used. The percentage of accumulated pedicel abscission was monitored at 0, 4, 8, 12, 16, and 20 h after flower removal. The results are means of four replicates (*n* = 30 explants) ± SE

### Transcriptomic analysis of the FAZ of the *THyPRP*-silenced plants

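RNA from the FAZ of TAPG4::antisense THyPRP plants, in which an antisense copy of THyPRP is driven by the promoter of an abscission polygalacturonase gene, was hybridised to 12 one-colour arrays, with 2 biological replicates before flower removal (0 h) and 2 at each of the 5 time points that followed, every 4 h up to 20 h. The methods name line 7 for these samples and the figure legends name line 11. Harvest is given as between 8 and 10 in the morning in the paper and as between 9 and 11 in the sample labels. The arrays of the WT FAZ and NAZ were not analysed here, so the values reported describe the silenced FAZ over time and give no difference from the WT. Each array carries 180880 spots, of which 176026 are not controls, and between 99800 and 116382 of these (56.7 to 66.1%) were well above background. The authors extracted the spot intensities with Feature Extraction and normalised them by a shift to the 75th percentile of each array. From the deposited intensities the same shift was made on the log2 scale, so that a level of 0 is the 75th percentile of its array, and the spots of a probe were averaged. The 96152 probes carry 41686 gene identifiers, each represented by its brightest probe. Of these, 37142 were well above background on both arrays of at least 1 time point and were tested. Whether several identifiers stand for 1 gene was not tested, so counts of genes here are counts of identifiers. Time points were compared by limma over all 12 arrays, and a gene was called at an adjusted p under 0.05 (Benjamini-Hochberg) and a fold change of at least 2. The precision is limited by the number of arrays, since no exact test of 2 arrays against 2 can give a p under 0.333. The arrays lie on 3 slides, one for 0 and 4 h, one for 8 and 12 h and one for 16 and 20 h, so comparisons with 0 h from 8 h onwards run between slides.

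THyPRP, which the files list as BI206022 with the description TPRP-F1, stood at 6.21 and 3.51 on the 0 h arrays, at 4.53 and 3.79 at 4 h, at 1.00 and 1.18 at 8 h, at -0.72 and -0.58 at 12 h, at -0.45 and 0.77 at 16 h and at 0.17 and 1.24 at 20 h. The change by 4 h, a log2 fold change of -0.70 (SE 0.81, adjusted p = 0.659 from limma), is smaller than the gap of 2.69 between the 0 h arrays, and it becomes 0.65 without replicate 1 of 0 h. By 12 h THyPRP had dropped by 5.51 on the log2 scale (SE 0.81, adjusted p = 0.00101, limma). Its levels at 12 h and at 20 h differ by less than the test resolves (log2 fold change 1.36, adjusted p = 0.294, limma). The SE pools all time points, so the wide gap at 0 h raises it for that comparison too. Over all genes, 1392 were called higher and 736 lower at 4 h than at 0 h, 3887 and 2671 at 8 h, 5250 and 5024 at 12 h, 5305 and 5251 at 16 h, and 5658 and 5331 at 20 h. The 4 h counts rest most on single arrays: without replicate 1 of 0 h they are 549 higher and 216 lower. In all, 15485 genes were called at 1 or more time points, and 224 of them were called higher at one time point and lower at another.

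**Figure D1:**
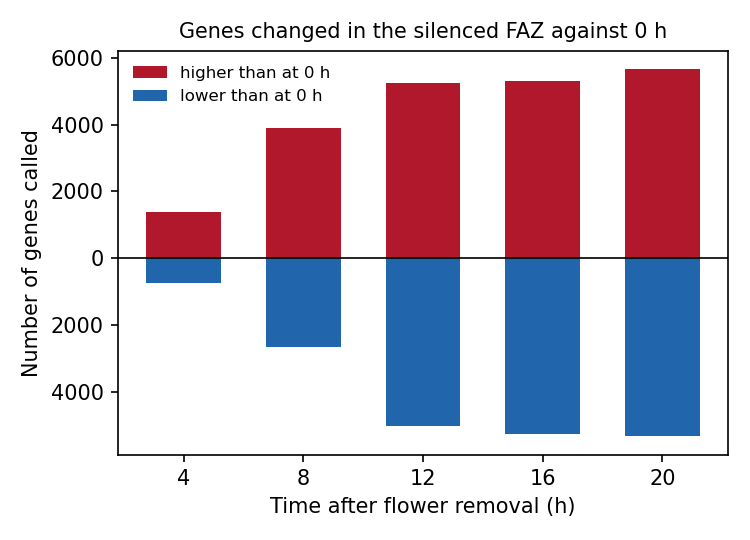
Number of genes called higher (upward bars) and lower (downward bars) in the silenced FAZ at each time after flower removal than at 0 h (limma, 2 arrays per time point, 37142 genes tested). Both bars are shortest at 4 h, with 1392 and 736 genes, and reach 5658 and 5331 genes at 20 h.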

The role of THyPRP in the regulation of abscission in the tomato flower model system was studied by performing a transcriptomic analysis, using an AZ-specific tomato microarray chip^34^. The results presented in Table 1 show that 157 genes were upregulated and 50 genes were downregulated at zero time in the transgenic plants (Supplementary Table S2). It is noteworthy that changes in the expression of many of the genes that occurred between 4 and 20 h after flower removal were detected at more than one time point (see below). This means that the total number of modified genes (log 2-based) was much lower than the sum of the modified genes listed in each time point in Table 1.

**Table 1:** Transcriptome responses of the FAZ tissues at various time points after flower removal in the transgenic (*TAPG4::antisense THyPRP*) line compared to the WT

Time after flower removal (h)	Number of differentially expressed transcripts in *TAPG::antisense THyPRP* FAZ vs. WT FAZ	
	Upregulated	Downregulated
0	157	50
4	101	192
8	162	573
12	141	296
16	504	544
20	450	193

The total numbers of differentially expressed transcripts (fold changes: downregulated ≤ −2; upregulated ≥ 2) at different time points during the abscission process are presented.

The microarray results were confirmed by two methods: (a) qPCR analyses for five selected genes (Supplementary Figure S2); (b) comparison of the abscission-related WT FAZ genes, such as genes associated with ethylene, cell wall degrading enzymes, and programmed cell death (PCD), to previous tomato FAZ microarray data^15^. The qPCR analyses successfully validated the microarray expression data of selected genes in all the samples from the WT and *THyPRP*-silenced lines (Supplementary Figure S2). We used the downregulation of cell wall modifying genes (Supplementary Figure S3), and of the *Ribonuclease T2* (*LX*) gene (Supplementary Figure S4), which were specifically upregulated in the WT FAZ following flower removal, to confirm the effect of *THyPRP* silencing in retarding pedicel abscission.

Enzymes associated with disassembly and modification of the cell wall include polyglacturonases (PGs), cellulases, endoglucanases, pectin methylesterases, pectate lyases, xyloglucan endotranglucosylase/hydrolases, and expansins^4,5,13,37,38^. The silencing of the *THyPRP* gene resulted in inhibition of 28 genes encoding these cell wall modifying enzymes that were specifically upregulated in the WT following flower removal (Supplementary Figure S3, Supplementary Tables S2-S7). 

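In the silenced FAZ the polygalacturonase genes TAPG1 (U23053) and TAPG2 (U70480) were not well above background on either 0 h array, so their rise has only a lower bound, taken against the lowest signal well above background on those arrays. TAPG1 was at least 4.48-fold higher at 4 h (adjusted p = 0.0086, limma), at least 1367-fold at 8 h, at least 5674-fold at 12 h and at least 18810-fold at 20 h. TAPG2 was at least 4.33-fold higher at 4 h (adjusted p = 0.0124), at least 1083-fold at 8 h and at least 10870-fold at 20 h. TAPG4 (U70481) was measured on all arrays and stood at 2.22 ± 0.33 at 0 h and 4.00 ± 1.11 at 4 h (SD, n = 2), a difference that did not pass the threshold (log2 fold change 1.78, SE 0.65, adjusted p = 0.148). It was called at 8 h (4.08, adjusted p = 0.00263) and at 12 h (5.80, adjusted p = 0.0003), and changed little after that, with 6.05 at 20 h. At 8 h, replicate 2 was above replicate 1 in all 3 genes. Replicates 1 and 2 stood at 4.43 and 6.17 for TAPG1, 4.05 and 5.89 for TAPG2, and 5.56 and 7.05 for TAPG4. The 8 h bounds of TAPG1 and TAPG2 use the mean of both arrays and would be lower from replicate 1 alone. The array's annotation marks the probes of these 3 genes, and those of contig30774 and contig12772, as prone to cross-hybridisation, so that related transcripts can add to their levels.

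The files carry contig numbers and descriptions and not the Solyc identifiers of the figures: of 117 identifiers read from the panels, 4 could be matched. Families were therefore taken by their description, with the search words written before any level was seen. Of the 218 tested identifiers described as polygalacturonase, cellulase, pectinesterase, pectate lyase, xyloglucan endotransglucosylase/hydrolase or expansin, 19 were called higher and 7 lower at 4 h, 57 and 23 at 8 h, 61 and 44 at 12 h, 71 and 40 at 16 h, and 78 and 46 at 20 h. In all, 92 were called higher at 1 or more time points. Among the 44 polygalacturonases, 8 were called higher and 0 lower at 4 h, and 19 and 7 at 20 h. The polygalacturonases contig30774 and contig12772 were also not well above background at 0 h. At 16 h they were at least 4312-fold and at least 7299-fold higher. Their mean levels there, 6.96 and 7.72, lay near the 6.94 of TAPG2 and the 7.68 of TAPG1. Whether they are further genes or measure the same transcripts was not tested. Among the pectinesterases, contig22224 fell with a log2 fold change of -7.84 at 12 h (adjusted p = 0.000102) and contig5679 was at least 145-fold lower at 20 h. Of 35 xyloglucan endotransglucosylase/hydrolases, more were called higher than lower at every time point. The counts were 3 and 1 at 4 h, 16 and 2 at 8 h, 14 and 6 at 12 h. At 16 h they were 18 and 9, and at 20 h 17 and 7. Other families went both ways. Of 33 expansins, 0 were called higher and 2 lower at 4 h, 4 and 5 at 8 h, 6 and 11 at 12 h, 10 and 9 at 16 h, which quantile normalization turned to 9 and 11, and 13 and 9 at 20 h. Of 22 pectate lyases, 1 was higher and 0 lower at 4 h, 4 and 3 at 8 h, which normexp background correction turned to 5 and 6, 5 and 4 at 12 h, 3 and 5 at 16 h, and 6 and 5 at 20 h. Their balance at 12 h turned to 4 and 5 with quantile normalization, 3 and 5 with the percentile taken over probes well above background and 4 and 7 with normexp. Of 67 pectinesterases, 7 were higher and 4 lower at 4 h, and 14 and 9 at 8 h. At 16 h 18 were higher and 11 lower, and at 20 h 20 and 14. At 12 h 16 pectinesterases were higher and 12 lower, which normexp turned to 14 and 18. At 12 and at 20 h 3 cellulases were higher and 4 lower, which it turned to 3 and 2, and at 16 h 3 and 2, which quantile normalization turned to 3 and 4.

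**Figure D2:**
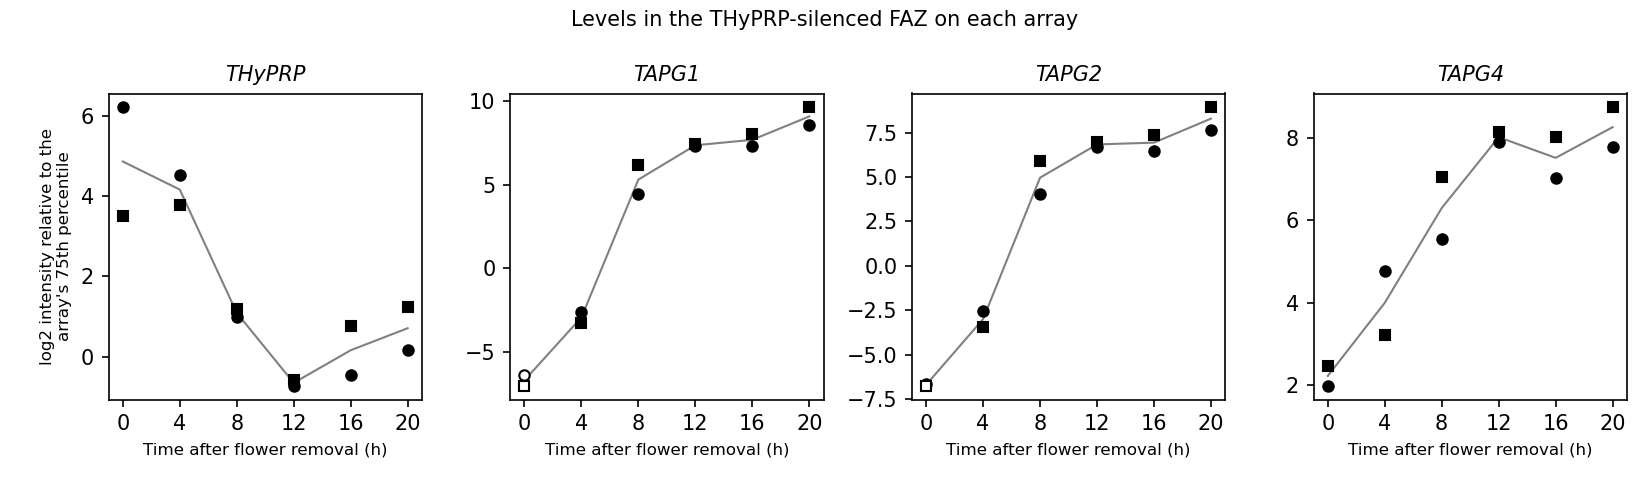
Level of THyPRP, TAPG1, TAPG2 and TAPG4 on each array of the silenced FAZ, as log2 intensity relative to the 75th percentile of the array, against time after flower removal. Circles are replicate 1, squares replicate 2, open symbols are not well above background and lines join the means of the 2 replicates. THyPRP is lowest at 12 h, while TAPG1 and TAPG2 leave the background at 4 h.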

The inhibited upregulation of the cell wall modifying genes was manifested by both lower expression levels and delayed upregulation after flower removal (Supplementary Figure S3), which highly fitted the abscission inhibited phenotype of the transgenic plants. The expression patterns of *TAPG1,2,4* in the WT FAZ (Supplementary Figure S2) were identical to those presented in a previous report^15^, confirming the results obtained from the AZ-specific tomato microarray chip analyses.

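The name LX is not carried by the files, and 2 identifiers are described as Ribonuclease T2, the class of enzyme to which LX belongs. Both were called higher in the silenced FAZ at all 5 later time points. Contig21191 rose from 2.29 ± 0.01 at 0 h to 4.97 ± 0.13 at 4 h, 7.55 ± 0.18 at 12 h and 8.86 ± 0.65 at 20 h (SD, n = 2), with a log2 fold change of 2.68 at 4 h (SE 0.36, adjusted p = 0.00437, limma) and 6.57 at 20 h (adjusted p = 1.4e-05). Contig10403 stood at 5.65 ± 0.28 at 0 h and 9.02 ± 0.40 at 20 h, a log2 fold change of 3.37 (SE 0.33, adjusted p = 0.000136). Which of them, if either, is plotted as LX was not settled.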

The *THyPRP* silencing also resulted in the inhibition of the induced expression of *LX*, which was specifically upregulated in the WT FAZ at 12–20 h after flower removal (Supplementary Figure S4, Supplementary Tables S5-S7). The *LX* gene, previously studied in tomato abscission^15,39^, was found in the group of 16 PCD-related genes that were specifically upregulated in the WT FAZ at a late stage (12–20 h) after flower removal^40^. Therefore, *LX* can serve as a late marker gene for the abscission execution phase in the tomato system.

It is noteworthy that the inhibitory effects of *THyPRP* silencing on the induced expression of cell wall-related and *LX* genes, resulted from the inhibitory effect of the silencing on pedicel abscission (Fig. 2). We assumed that the inhibition of pedicel abscission in the silenced plants was the result of the modified expression of regulatory genes before flower removal (zero time) and between 0 to 4 h after flower removal, when the competence of the FAZ cells to respond to ethylene is being acquired. Therefore, our transcriptomic analysis focused mainly on genes whose expression was changed at these time points. However, we cannot rule out the possibility that later regulatory events might occur also between 4 to 8 h after flower removal, coinciding with the execution of pedicel abscission, but it is difficult to distinguish at this stage between cause and effect of the abscission inhibition.

### *THyPRP* regulation of pedicel abscission is partially mediated by ethylene and gibberellin

Figure 3 presents the plant hormone-related genes associated with abscission that were specifically upregulated in the WT FAZ after flower removal and inhibited by *THyPRP* silencing. The majority of these genes are related to ethylene biosynthesis and response. Thus, *THyPRP* silencing inhibited the upregulation of a Cu transporter involved in ethylene signaling (Fig. 3a), 5 ethylene biosynthesis genes (Fig. 3b1–b5), and 10 ethylene response factors (*ERFs*) genes (Fig. 3c1–c10), which occurred in the WT FAZ after flower removal. It is noteworthy that two ethylene biosynthesis genes, *1-aminocyclopropane-1-carboxylate synthase* (*ACS*) and *1-amino-cyclopropane-1-carboxylate oxidase* (*ACO*), were upregulated early (4–8 h) in the WT FAZ after flower removal. On the other hand, only two *ERFs* genes were upregulated early at 4 h and two at 8 h, while the other six *ERFs* were upregulated at 12–20 h after flower removal (Fig. 3b1–c10, Supplementary Tables S3-S7). These findings suggest that *THyPRP* silencing can decrease ethylene biosynthesis and response. 

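On the arrays of the silenced FAZ, 14 identifiers described as ACC synthase were tested. At 4 h 1 was called higher than at 0 h and 0 lower, at 8, 12 and 16 h 5 were called higher and 0 lower, and at 20 h 5 and 1. The change at 8 h ran from a log2 fold change of -1.08 to 6.59. Of 71 identifiers described as ACC oxidase, 7 were called higher and 2 lower at 4 h, 18 and 4 at 8 h, 25 and 8 at 12 h, and 29 and 7 at 20 h. Of 138 described as ethylene responsive transcription factors, 13 were higher and 6 lower at 4 h, and 28 and 32 at 12 h. At 16 h 27 of them were higher and 36 lower, and at 20 h 23 and 35. This family goes both ways, and at 8 h 25 were higher and 18 lower, which the percentile taken over probes well above background turned to 22 and 24, while normexp turned the balance at 12 h to 22 and 19. Of 24 blue copper proteins, 1 was called higher and 0 lower at 4 h, 5 and 4 at 12 h, which normexp turned to 2 and 5, and 4 and 7 at 20 h. The silenced arrays alone do not show how far these rises stay under those of the WT. From the comparison of both in Fig. 3, the paper concludes that THyPRP silencing inhibited the upregulation of genes of ethylene biosynthesis and response in the FAZ.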

To the best of our knowledge, this is the first report that shows an effect of PRP on ethylene biosynthesis and ethylene response transcription factor (TF) genes (*ERFs*). Expression analysis during tomato fruit development indicated that the *THyPRP* gene might be downregulated by ethylene^33^. In soybean, *GmPRP* expression, upregulated in leaves infected with *Phytophthora sojae*, was affected by defense/stress signaling molecules, including ethylene, salicylic acid, abscisic acid, and jasmonic acid (JA)^41^. These results provide an indirect evidence which supports our data on the inhibition of ethylene biosynthesis and response by downregulation of *THyPRP* expression.

**Fig. 3:**
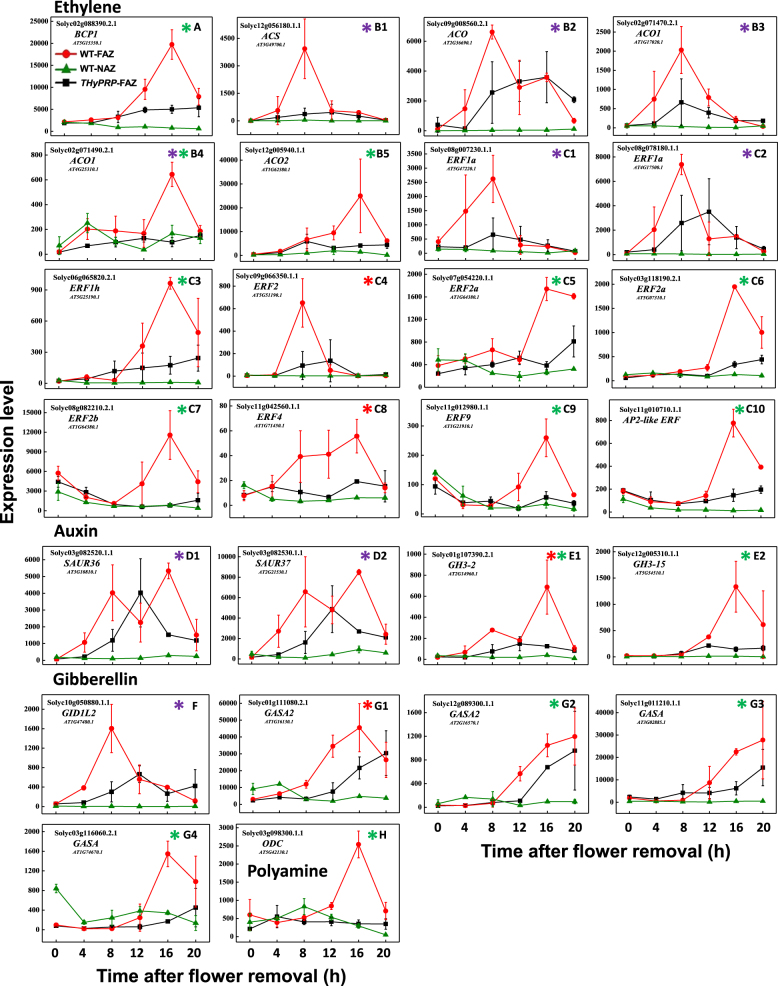
Effect of antisense silencing of *THyPRP* on the kinetics of changes in array-measured expression levels of genes related to the plant hormones. Ethylene (**a**–**c**), Auxin (**d**, **e**), and Gibberellin (**f**, **g**), and Polyamine (**h**), that were specifically upregulated in the WT FAZ at various time points after flower removal: early-4 h (blue*) or 8 h (red*), or late 12–20 h (green*).*TAPG4::antisense THyPRP*-silenced line 11/generation T4 was used. Expression levels were measured for *Blue copper-like protein1 (BCP1)* (**a**); *1-Aminocyclopropane-1-Carboxylate Synthase* (*ACS*) (**b**1); *1-Aminocyclo-propane-1-Carboxylate Oxidase* (*ACO*) genes (**b**2–**b**5); *Ethylene-Related Factor* (*ERF*) TF genes (**c**1–**c**10); *Small Auxin-Up RNA* (*SAUR*) genes (**d**1,** d**2); *Gretchen Hagen3* (*GH3*) which are *Indole-3-acetic acid-amido synthetase* genes (**e**1,** e**2); *GA receptor* (*GID1L2*) (**f**); *GA-regulated protein* (*GASA*) genes (**g**1–**g**4)**;** and *Ornithine Decarboxylase* (*ODC*) (**h**). Transcript identities are indicated by their gene ID and their Arabidopsis (At) gene number and/or their nucleotide accession number. The results are means of two independent biological replicates ± SD

The role of auxin as a key regulatory factor of the AZ competence to respond to ethylene was extensively documented, and was recently reviewed^11^. In the present tomato system, auxin depletion is artificially induced by flower removal, resulting in downregulation of many auxin-related genes^11,15,19,42,43^. Similarly, 211 auxin-related genes were downregulated in the tomato FAZ and NAZ after flower removal^40^. However, unlike the ethylene-related genes, *THyPRP* silencing had no effect on the downregulation of auxin-related genes (data not shown). 

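Identifiers were taken by description here and not matched to the 211 genes cited above, so the equal number is no sign of the same set. The silenced FAZ arrays carry 239 identifiers whose description names auxin or an auxin-related family, of which 211 were tested. Of these, 56 were called lower and 11 higher at 4 h than at 0 h, 63 and 24 at 8 h, 77 and 30 at 12 h, 70 and 29 at 16 h, and 65 and 34 at 20 h. More were lower than higher at all 5 time points under every scaling tried. In total 113 were called lower at 1 or more time points and 26 at all 5. For comparison, 736 of the 37142 genes tested were lower at 4 h (1.98%) and 5331 at 20 h (14.4%). The auxin efflux carrier contig13300 stood at 3.06 ± 0.23 at 0 h (SD, n = 2), was not well above background at 12 h and was at least 186-fold lower there (adjusted p = 0.000452, limma).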

The downregulation of two early auxin-responsive genes, *Small Auxin Upregulated RNA* (*SAUR*) in the *THyPRP*-silenced plants at 4 and 16 h after flower removal (Fig. 3d1,d2), and the inhibition of the *Gretchen Hagen3* genes, which are related to indole-3-acetic acid (IAA) conjugation, at 16 h (Fig. 3e1,e2), do not seem to play a significant role in IAA depletion, as IAA levels are already very low at these time points^11^. Therefore, we rule out the possibility that the effect of *THyPRP* silencing on pedicel abscission is mediated by its effect on auxin balance, in contrary to the findings of tomato *KD1* silencing^19^. 

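By description, 59 SAUR identifiers were tested in the silenced FAZ. At 4 h 26 of them were called lower and 4 higher than at 0 h, with a median log2 fold change of -1.41, and at 16 h 13 were lower and 10 higher, a balance that turned with normexp (7 lower, 9 higher). At 20 h 12 were lower and 12 higher. The SAUR contig19520, whose probe carries the same mark for cross-hybridisation, was at -0.41 ± 0.26 at 0 h (SD, n = 2), was not well above background at 4 h and was at least 18.3-fold lower (adjusted p = 0.000917, limma). Of 25 GH3 identifiers, 5 were lower and 0 higher at 4 h, and 7 were lower and 5 higher at 16 h.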

In the case of *KD1* silencing, the regulation of abscission by KD1 was associated with a changed abundance of auxin-related genes, and measurement of auxin content and activity showed that changes in *KD1* expression directly modulated the auxin concentration and response in the AZ.

Interestingly, we report here for the first time that five gibberellin (GA)-related genes, upregulated specifically in the WT FAZ, were inhibited in the *THyPRP*-silenced plants, including the gene encoding the GA receptor, *GIDIL2* (Fig. 3f) and the GA-responsive (*GASA*) genes (Fig. 3g1–g4, Supplementary Tables S3-S7). These results suggest that the inhibition of *GIDIL2* and *GASA* genes by *THyPRP* silencing might be involved in the inhibitory effect of *THyPRP* silencing on tomato pedicel abscission. 

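In the silenced FAZ, 15 identifiers described as the GA receptor GID1L2 were tested. At 4 h 1 was called higher than at 0 h and 0 lower, at 8 h 5 and 0, and at 20 h 6 and 1. Their log2 fold changes at 8 h ran from -0.94 to 2.41. Of 17 identifiers described as GA-regulated proteins, 1 was higher and 0 lower at 4 h, 4 were higher and 6 lower at 16 h, and 6 were higher and 4 lower at 20 h.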

To the best of our knowledge, there are no published reports on the effects of GA on tomato flower abscission. The GA promoting effects on bean and cotton leaf abscission were documented long ago, and were utilized for promoting the ethylene-induced abscission of cotton leaves^44–46^. GA spraying at bloom is widely used as a thinning treatment for grapevine, and the molecular pathways, which regulate the acquisition of flower abscission competence following GA application to seedless *Vitis vinifera*, were recently reported^47^. Additionally, the involvement of GA genes in rose petal abscission was recently demonstrated by a transcriptome profiling of the petal AZ^48^.

### Early (0–4 h) effects of *THyPRP* silencing on regulatory genes

*THyPRP* silencing in the FAZ at zero time altered the expression of some regulatory genes at this time point (Fig. 1). Our analysis focused on altered genes encoding functional proteins at five regulatory levels: transcriptional (homeobox and other TF genes); epigenetic; transport (peptide transporters and protein targeting, and exocytosis); post-translation related to protein degradation or phosphorylation/dephosphorylation; and signal transduction.

#### Transcriptional regulation

Genes related to seven TF families were specifically upregulated in the WT FAZ at different time points after flower removal, including five *MYB* genes (Fig. 4a1–a5), 11 *Zink finger* (*Znf*) genes (Fig. 4b1–b11), three *basic helix-loop-helix* (*bHLH*) genes (Fig. 4c1–c3), one *basic leucine zipper* (*bZIP46*) gene (Fig. 4d), one *GATA9* gene (Fig. 4e), two *Ring finger* genes (Fig. 4f1–F2), and five *WRKY* genes (Fig. 4g1–g5). 

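The descriptions of the array were also searched for the TF families. In the silenced FAZ, 21 of 200 tested MYB identifiers were called higher and 8 lower at 4 h than at 0 h, and 40 higher and 40 lower at 16 h. At 12 h 35 were higher and 39 lower, which normexp turned to 27 and 26. For MYB at 20 h the count of 45 higher and 39 lower turned to 41 and 48 under quantile normalization. Of 86 bHLH identifiers, 8 were higher and 14 lower at 4 h, and 11 and 26 at 16 h. Of 79 bZIP identifiers, 5 were higher and 3 lower at 4 h, 15 and 13 at 12 h, which quantile normalization turned to 12 and 13, and 16 and 10 at 20 h. Of 152 RING finger identifiers, 8 were higher and 3 lower at 4 h, and 30 and 11 at 20 h. Of the 8 GATA9 identifiers, 1 was higher and 0 lower at 4 h, a balance that normexp turned (1 higher, 2 lower). At 8 h 3 were higher and 2 lower, which quantile normalization turned to 2 and 3, and at 16 h 1 was higher and 4 lower.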

The specific upregulation in the WT FAZ of all these 28 TF genes was inhibited in the *THyPRP*-silenced plants (Supplementary Tables S3-S7).

**Fig. 4:**
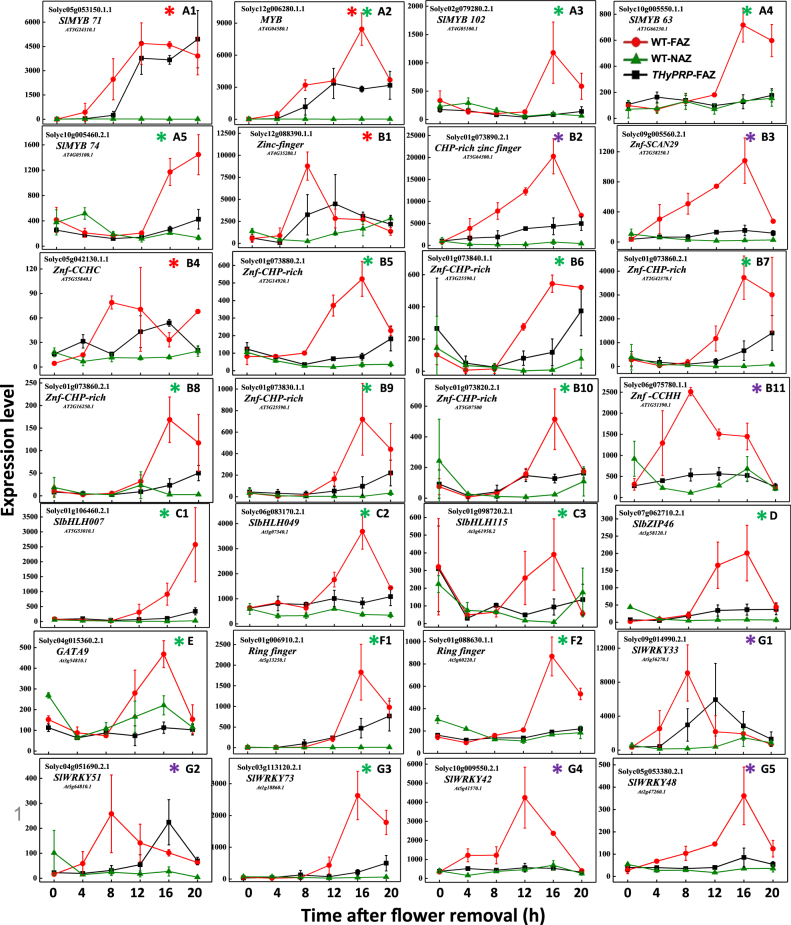
Effect of antisense silencing of *THyPRP* on the kinetics of changes in array-measured expression levels of genes related to transcription factors (TFs) that were specifically upregulated in the WT FAZ at various time points after flower removal: early—4 h (blue*) or 8 h (red*), or late 12–20 h (green*). *TAPG4::antisense THyPRP*-silenced line 11/generation T4 was used. Expression levels were measured for tomato *MYB* TF genes (**a**1–**a**5); *Zink finger (Znf)* TF genes (**b**1–**b**11); *Basic helix-loop-helix (bHLH)* TF genes (**c**1–**c**3); *Basic leucine zipper* (*bZIP*) (**d**); *GATA* TF (**e**); *Ring finger* TF genes (**f**1, **f**2); and *WRKY* TF genes (**g**1–**g**5). Transcript identities are indicated in the graphs by their gene ID and their Arabidopsis (At) gene number and/or their nucleotide accession number. The results are means of two independent biological replicates ± SD

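Contig10434 and contig19645 are both described in the files as a zinc finger with a SCAN domain, SCAN29. Contig10434 stood at -3.08 ± 1.00 at 0 h in the silenced FAZ (SD, n = 2). Its change was not called at 4 h (log2 fold change 1.21, SE 0.57, adjusted p = 0.247, limma) or at 8 h (1.05), and was called at 12 h (2.40, adjusted p = 0.00906), at 16 h (2.44) and at 20 h (2.41). Contig19645 was called at none of the 5 time points. Of 17 tested CHP-rich zinc fingers, 0 were called higher and 1 lower at 4 h, 1 and 3 at 8 h, and 3 and 1 at 16 h, with a highest log2 fold change of 0.96 at 4 h and 2.39 at 16 h.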

Three Zinc Finger (Znf) TFs, *CHP-rich ZNF* (Solyc01g073890.2.1) (Fig. 4b2), *Znf-SCAN29* (Solyc09g005560.2.1) (Fig. 4b3), and *Znf–CCHH* (Solyc06g075780.1.1) (Fig. 4b11), were specifically upregulated in the WT FAZ at 4 h after flower removal, with a gradually increased expression up to 16 h, which was inhibited in the *THyPRP*-silenced plants. The involvement of *Znf* genes in abscission is well documented. In the soybean leaf abscission system, 20 out of 188 (11%) abscission-specific TF-induced genes were *Znfs*, and most of them were induced early (at 0 and 12 h) after ethylene treatment^40^. The Znf-ankyrin TF, which functions in a broad range of developmental processes and defense responses, was reported to play a role in the AZ establishment^49^. Five *Znf* genes were involved in calyx abscission of Korla fragrant pear^50^. Ten *Znf*s were upregulated early during induction of mature melon fruit abscission^51^. *AtDOF4.7*, a *ZNF BINDING PROTEIN2* (*ZFP2*) gene, was initially identified within a cluster of upregulated genes in Arabidopsis stamen AZ cells before abscission^8^. Transgenic plants with a constitutive ZFP2 activity also exhibited delayed abscission. ZFP2 was found to interact with AtDOF4.7, suggesting that they may function together in a transcriptional complex to modulate the expression of AZ PG and other enzymes during abscission^52^. Our results, as well as earlier reports demonstrating a regulatory role of different *Znf* genes in the early stages of abscission, imply that THyPRP partly regulates abscission in tomato by mediating *Znf* expression.

Four *WRKY* TF genes, *SlWRKY33* (*Solyc09g014990.2.1*) (Fig. 4g1), *SlWRKY51* (*Solyc04g051690.2.1*) (Fig. 4g2), *SlWRKY42* (*Solyc10g009550.2.1*) (Fig. 4g4), and *SlWRKY48* (*Solyc05g053380.2.1*) (Fig. 4g5), were specifically upregulated in the WT FAZ starting at 4 h after flower removal, and their upregulation was inhibited in the *THyPRP*-silenced plants. Similarly, eight *WRKY* TF genes were upregulated early during mature melon fruit abscission, implying that TFs of this family might be involved in triggering the transcriptional cascade during organ abscission^51^. In contrast, four *WRKY* genes were upregulated at the late stage of ethylene-induced soybean leaf abscission^53^. 

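In the silenced FAZ, 74 identifiers described as WRKY were tested. At 4 h 6 were called higher and 1 lower than at 0 h, at 8 h 18 and 5, at 12 h 25 and 8, and at 20 h 24 and 6, with more higher than lower under every scaling tried. Over the 5 time points 32 were called higher at least once and 29 were never called. Contig30719, the identifier described as WRKY 42, stood at -2.49 ± 0.03 at 0 h and -4.05 ± 0.05 at 4 h (SD, n = 2), a change that was not called (log2 fold change -1.56, SE 0.52, adjusted p = 0.114, limma). At 20 h, where 1 of 2 arrays was well above background, it was called lower (adjusted p = 0.0326) and was at least 2.55-fold lower. The identifier described as WRKY 33 was not well above background on both arrays of any time point and was not tested.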

Recently, the *WRKY33* gene was found to be associated with leaf abscission in sugarcane^32^. WRKY33 proteins are evolutionarily conserved, having a critical role in broad stress responses, and two structural AtWRKY33 homologs were identified to function in tomato stress responses^54^. Additionally, the expression of the stress-induced ethylene biosynthesis genes, *ACS2*,*6*, was WRKY33-dependent^55^, while WRKY50,51 proteins mediated the signaling of the stress hormones salicylic acid and JA^56^. Accordingly, it is possible that the WRKY TFs are involved in tomato pedicel abscission by specifically regulating the induced expression of *ACS* and *ACO* genes in the FAZ (Fig. 3b1–b5).

The downregulation of *THyPRP* expression in the FAZ of silenced plants already at zero time before flower removal (Fig. 1) resulted in altered expression of several genes in the FAZ at this time point. Four genes were downregulated at zero time in the FAZ of the transgenic plants and remained low during 20 h after flower removal (Fig. 5-I): *Long-chain Fatty acid CoA Ligase* (Fig. 5-IA); *Lipid Transfer Protein* (Fig. 5-IB); *High Mobility Group (HMG) Type Nucleosome Factor* (Fig. 5-IC), involved in chromatin remodeling that takes part in the regulation of gene transcription at the epigenetic level; and *MKIAA0930* *protein* (Fig. 5-ID) encoding a protein of an unknown function.

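The HMG type nucleosome/chromatin assembly factor (contig7407) was called at no time point in the silenced FAZ. It stood at 0.01 at 0 h, and its log2 fold change was 0.66 at 4 h (SE 0.32, adjusted p = 0.272, limma), -0.54 at 8 h, -0.98 at 16 h, where the adjusted p was 0.0354 and the change was under 2-fold, and -0.21 at 20 h. MKIAA0930 (contig1255) was not called either, with log2 fold changes between -0.72 at 4 h (SE 0.56, adjusted p = 0.495) and 0.35 at 20 h (adjusted p = 0.625). Its 20 h arrays varied more than those at 0 h (SD 1.43 against 0.08), which raised the pooled SE at every time point. Both are the only identifiers with their description. The other classes named have several members, and which of them is plotted was not settled. Of 15 long-chain fatty acid CoA ligases, 1 was higher and 0 lower at 4 h and 7 and 0 at 20 h, and of 58 lipid transfer proteins 3 were higher and 0 lower at 4 h, 17 and 15 at 12 h, which quantile normalization turned to 16 and 18, and 20 and 15 at 20 h.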

**Fig. 5:**
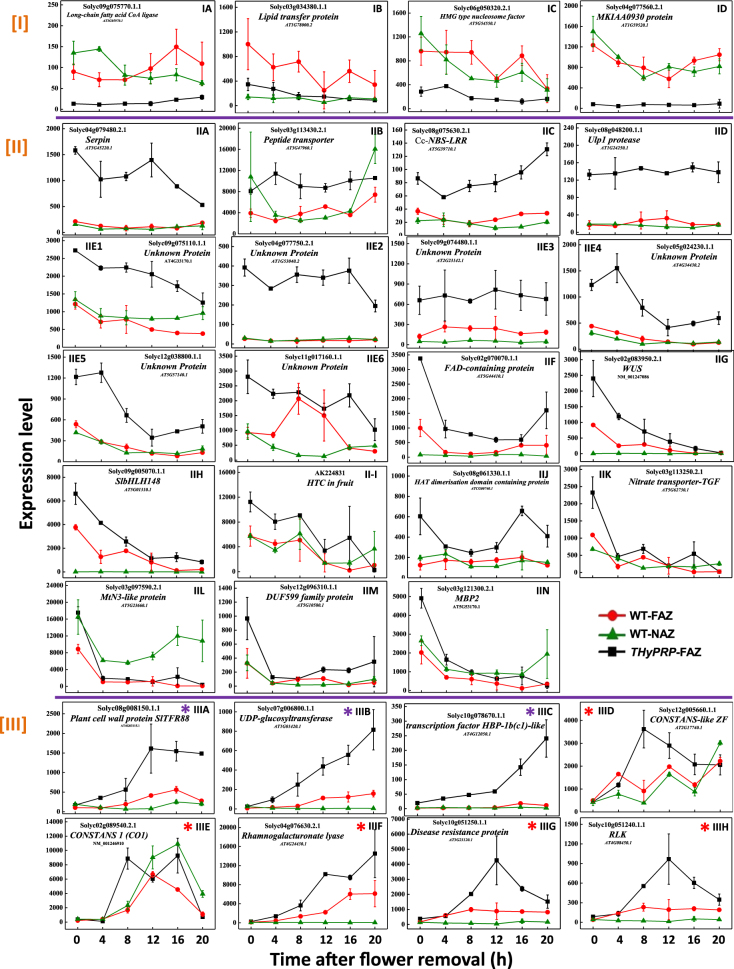
Line graphs showing the kinetics of changes in array-measured expression levels of genes that were specifically and continuously downregulated [I] or upregulated [II] at zero time and later on, or upregulated at 4 (blue*) or 8 (red*) h after flower removal [III] in the FAZ of *THyPRP-*silenced plants. *TAPG4::antisense THyPRP*-silenced line 11/generation T4 was used. Expression levels were measured for tomato *Long-chain fatty acyl-CoA synthetase* (**I**A); *Lipid transfer protein* (**I**B); *High Mobility Group* (*HMG*) *type nucleosome factor* (**I**C)**;** *MKIAA0930* (**I**D); *Serine protease inhibitor* (*Serpin*) (**II**A); *Peptide transporter* (**II**B); *Nucleotide Binding Site—Leucine-Rich Repeat* (*Cc-NBS-LRR*) (**II**C); *Ubiquitin-like protein1* (*Ulp1 protease*) (**II**D); *unknown proteins* (**II**E1–**E**6); *FAD-binding domain-containing protein* (**IIF**); *WUSCHEL-related homeobox-containing protein4 (WUS)* (**II**G); *SlbHLH transcription factor148* (**II**H); *HTC in fruit* (**II**–**I**); *HAT dimerization domain-containing protein* (**II**J); *Nitrate transporter-TGF* (**II**K); *MtN3-like protein* (**II**L); *DUF599 family protein* (**II**M); *Myrosinase-Binding protein2* (*MBP2*) (**II**N); *Plant cell wall protein SlTFR88* (**III**A); *Uridine 5′-diphospho (UDP)-glucuronosyltransferase* (**III**B); *Transcription factor HBP-1b(c1)-like* (**III**C); *CONSTANS-like ZF* (**III**D); *CONSTANS1* (*CO1*) TF (**III**E); *Rhamnogalacturonate endolyase* (**III**F); *Disease resistance protein* (**III**G); and defense-related *Receptor-Like protein Kinase* (*RLK*) (**III**H). Transcript identities are indicated in the graphs by their gene ID and their Arabidopsis (At) gene number and/or their nucleotide accession number. The results are means of two independent biological replicates ± SD

The expression of two TF genes, *WUSCHEL* (*WUS*) (Solyc02g083950.2.1) (Fig. 5-IIG) and *bHLH148* (Solyc09g005070.1.1) (Fig. 5-IIH), was specifically upregulated in the FAZ of *THyPRP-*silenced plants at zero time. 

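WUS, which the files list under that name, stood at 3.10 ± 0.37 in the silenced FAZ at 0 h, 2.32 ± 0.22 at 4 h, 1.39 ± 0.81 at 8 h, 0.69 ± 1.11 at 12 h and -0.54 ± 0.65 at 16 h (SD, n = 2). The fall was not called at 4 h (log2 fold change -0.77, SE 1.11, adjusted p = 0.733 from limma over all genes, and 0.589 adjusted over the list alone, which is the 7 genes of the paper found by name), at 8 h (-1.70, adjusted p = 0.275) or at 12 h (-2.41, adjusted p = 0.105), and was called at 16 h (-3.64, adjusted p = 0.026). At 20 h WUS was well above background on 1 of 2 arrays and at least 62.2-fold lower than at 0 h (adjusted p = 0.00124), and there its replicates lay far apart (SD 2.73). For each of the 7 genes 1 time point was set against 0 h, which was 4 h for THyPRP, WUS and AK224831, 8 h for CO1 and 16 h for TAPG1, TAPG2 and TAPG4. Over the list alone TAPG1, TAPG2, TAPG4 and CO1 passed, 4 of the 7, and the same 4 passed over all genes. The higher level that the paper reports for WUS at zero time is against the WT and was not tested here. The description WUSCHEL-related homeobox-containing protein 4 is shared by contig20672, contig21510 and contig26921. All 3 were called lower at 1 or more time points and none higher, contig20672 only at 12 and 20 h, where neither of its arrays was well above background. Contig21510 changed by -0.70 at 4 h (SE 0.93, adjusted p = 0.709, limma) and -3.46 at 16 h (adjusted p = 0.0157). These changes lie near those of WUS, and its 20 h pair was also wide (SD 2.12). Whether it measures the same transcript as WUS was not tested.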

Although the expression of these genes decreased in the FAZ after flower removal, it remained significantly higher in the silenced plants than in the WT during the first 8 h after flower removal. WUS is a homeodomain TF produced in the cells of the niche/organizing center of the shoot apical meristems. WUS specifies stem cell fate and also restricts its own level by activating a negative regulator, CLAVATA3, in adjacent cells of the central zone^57^. The tomato *WUS* homolog, *LeWUS*, was specifically expressed in the FAZ at anthesis, and was downregulated after flower removal^17,18,58^ and in the lines that do not differentiate AZs, JOINTLESS, and MACROCALYX-suppressed transformed plants^58^. This suggests that *LeWUS* expression in the FAZ might be involved in the regulation of the AZ development. Later studies suggested that *LeWUS* functions in the FAZ as a negative regulator of abscission^17,59^, which is in accordance with our results.

The *bHLH148* gene is predicted to encode a leucine-rich repeat receptor-like kinase (RLK) CLAVATA1 protein that is closely related to RLKs HAESA (HAE) and HAESALIKE2. It is well established that floral organ abscission in Arabidopsis is mediated by the small post-translational modified peptide ligand, INFLORESCENCE DEFICIENT IN ABSCISSION, which shares a similarity in key amino acids and post-translational modifications with CLAVATA3^60,61^. Our results, showing that *WUS* and *bHLH148* (*CLAVATA1*) were similarly upregulated in the FAZ following *THyPRP* silencing (Fig. 5-IIG,IIH), suggest a possible role of THyPRP in regulating pedicel abscission in tomato.

#### Epigenetic regulation

The gene encoding the HMG type nucleosome/chromatin assembly factor/HMG-box DNA-binding family protein (Solyc06g050320.2), involved in the regulation of gene transcription at the epigenetic level, was specifically downregulated in the *THyPRP*-silenced FAZ at zero time, and exhibited a low expression level during 20 h after flower removal (Fig. 5-IC). Unlike this, the expression of the *histone promoter-binding protein-1b(c1)-like TF* gene (Solyc10g078670.1.1) was gradually upregulated in the FAZ of the transgenic plants from zero time up to 20 h after flower removal (Fig. 5-IIIC, Supplementary Tables S3-S7). Since the expression of these two epigenetic genes in the FAZ of the *THyPRP*-silenced plants was altered very early, it is suggested that this modified expression may regulate a subsequent cascade of gene transcription, thereby resulting in the inhibition of pedicel abscission. The expression of HMG proteins is highly regulated and is affected by both developmental and environmental factors^62^.

#### Transport regulation—peptide transporters and protein targeting

A *peptide transporter* gene, that enables the directed movement of dipeptides into, out, within, or between cells, was specifically upregulated in the FAZ of the *THyPRP*-silenced plants at zero time, and its expression remained high during 20 h after flower removal (Fig. 5-IIB). An exocytosis-related gene, *Syntaxin*, upregulated between 4 and 16 h after flower removal in the WT FAZ, was inhibited in the *THyPRP*-silenced plants (Fig. 6b2). 

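Of 25 syntaxin identifiers tested in the silenced FAZ, 0 were called higher or lower at 4 h, and 20 were never called. At 16 h 1 was called higher and 1 lower. At 4 h the log2 fold changes of all 25 lay between -0.71 and 0.79.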

Syntaxins are a family of membrane integrated Q-SNARE proteins, which primarily mediate vesicle fusion with their target membrane-bound compartments participating in exocytosis^63^. It is well known that mobilization of the secretory pathway should enable the release of cell wall modifying enzymes to implement abscission^64,65^. Recently, the induction of several genes involved in vesicle trafficking, such as *SNARE-like* protein and *Syntaxin*, was demonstrated in the laminar AZ of abscising citrus leaves following a cycle of water stress/rehydration^66^. A sequential induction of genes encoding cell wall modifying enzymes, associated with the upregulation of genes involved in endocytosis and exocytosis during mature melon fruit abscission was reported^51^. Activation of vesicle trafficking involving small GTPases seems to be also required for cell wall modification during abscission of mature olive fruit^67^ and Arabidopsis floral organs^68–70^, as well as during self-pruning of spring shoots in sweet orange^71^. Our results suggest that THyPRP might regulate the secretion of cell wall modifying enzymes by exocytosis.

**Fig. 6:**
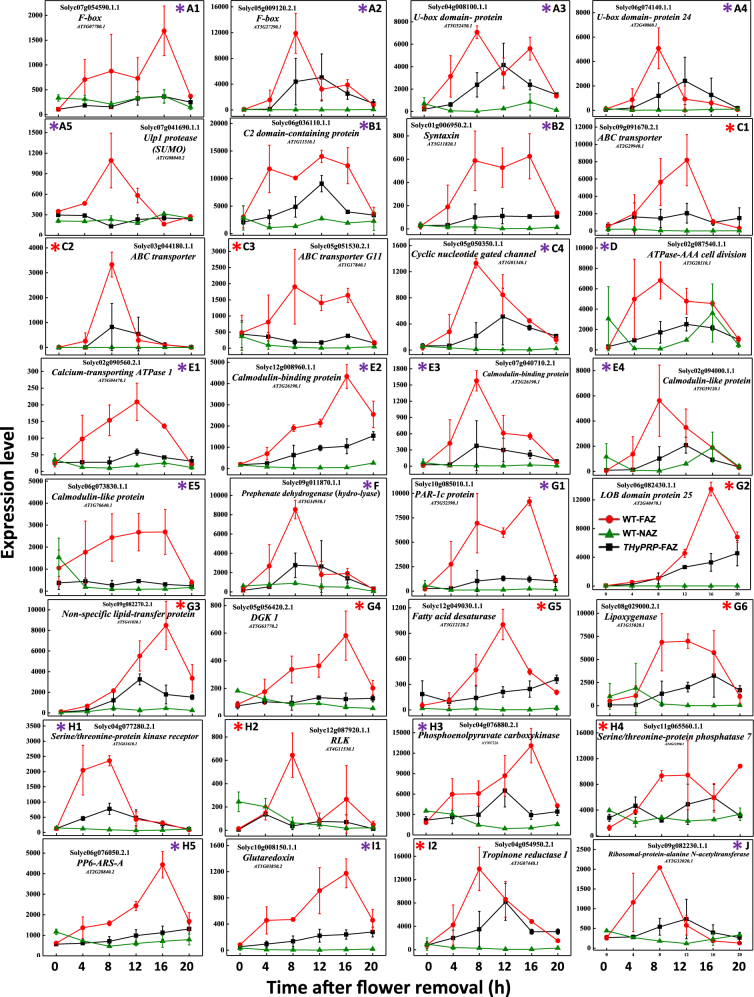
Effect of antisense silencing of *THyPRP* on the kinetics of changes in array-measured expression levels of genes that were specifically upregulated in the WT FAZ at various time points after flower removal: early—4 h (blue*) or 8 h (red*) or late 12–20 h (green*). *TAPG4::antisense THyPRP* silenced line 11/ generation T4 was used. Expression levels were measured for protein degradation–ubiquitin-related genes—*F-box* or *U-box* (**a**1–**a**5); genes related to transporters of macromolecules—*C2 domain-containing protein* (**b**1) and *Syntaxin* (**b**2); *ABC transporter* genes (**c**1–**c**3); *Cyclic nucleotide-gated ion channels* (**c**4); *ATPase-AAA cell division* (**d**); *Calcium-transporting ATPase1* (**e**1); *Calmodulin-binding protein* genes (**e**2,** e**3); *Calmodulin-like protein* genes (**e**4–**e**5); *Prephenate dehydrogenase hydrolyase* (**f**); Lateral organ boundaries (LOB) lipids and wax-related genes—*photoassimilate-responsive-1c* (*PAR-1c protein*) (**g**1); *LOB-domain protein25* (**g**2); *Non-specific lipid-transfer protein* (**g**3)*; Diacylglycerol kinase1* (*DGK1*) (**g**4); *Fatty acid desaturase* (**g**5); *Lipoxygenase* (**g**6); receptor kinase and protein phosphatase-related genes—S*erine/threonine-protein kinase receptor* (**h**1); *Receptor-Like protein Kinase* (*RLK*) (**h**2); *Phosphoenolpyruvate carboxykinase* (**h**3); *Serine/threonine-protein phosphatase7* (**h**4); *Serine/threonine-Protein Phosphatase6 regulatory Ankyrin Repeat Subunit A* (*PP6-ARS-A*) (**h**5); Redox regulation genes—*Glutaredoxin* (**i**1); *Tropinone reductase1* (**i**2); and *Ribosomal-protein-alanine N-acetyl-transferase* (**j**). Transcript identities are indicated in the graphs by their gene ID and their Arabidopsis (At) gene number, and/or their nucleotide accession number. The results are means of two biological independent replicates ± SD

#### Other transporters

Two transporter genes, *nitrate transporter-TGF* (Fig. 5-IIK) and *Bidirectional sugar transporter SWEET12//MtN3-like protein* (Fig. 5-IIL), were upregulated in the FAZ of *THyPRP*-silenced plants at zero time, and their expression decreased to the levels found in the WT FAZ at 4 h after flower removal (Supplementary Table S3). Previous reports demonstrated the upregulation of *nitrate transporters* genes^15,51,67,72^ and *sugar transporters*, including the gene *Bidirectional sugar transporter SWEET12/MtN3-like*^15,67,73,74^, in various AZs during organ abscission induction and execution. Our results suggest that THyPRP might regulate the expression of these transporters in the tomato FAZ.

#### Post-translation regulation

The importance of post-translational regulation in plants is suggested by the observations that about 10% of the Arabidopsis genome is dedicated to protein ubiquitination and phosphorylation, two of the most frequent post-translational modifications^75,76^. The reversible conjugation of the Small Ubiquitin-related Modifier (SUMO) peptide to protein substrates (sumoylation) is arising as a major post-translational regulatory process in all eukaryotes, including plants^77–81^. Components of the SUMO conjugation and deconjugation systems are conserved in plants, including tomato^80^.

Our results indicate for the first time the possible involvement of SERPIN or SUMO proteins in regulating abscission. Thus, genes of a *serine protease inhibitor – SERPIN* (Solyc04g079480.2) (Fig. 5-IIA) and a *ubiquitin-like protein (ULP) SUMO protease1* (Solyc08g048200.1.1) (Fig. 5-IID) were specifically upregulated in the FAZ of the *THyPRP-*silenced plants at zero time, and their expression remained high during 20 h after flower removal. In contrast, the *Ulp1 protease* (*sumo*) gene was specifically upregulated in the WT FAZ at 4 h, peaked at 8 h, and remained high up to 12 h after flower removal, while in the *THyPRP*-silenced plants its expression remained at a low level, similar to that in the NAZ (Fig. 6a5, Supplementary Tables S3-S5). 

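Among 5 tested identifiers described as serpin, 1 was called in the silenced FAZ, contig16005 at 20 h. It stood at -1.10 ± 0.23 at 0 h and 0.22 ± 0.65 at 20 h (SD, n = 2), a log2 fold change of 1.32 (SE 0.42, adjusted p = 0.0291, limma), and it was chosen after its values were seen. With normexp it was not called higher at 20 h, and 1 serpin was called lower. Contig11438 changed by no more than 0.26 at any time point. The description Ulp1 protease is carried by 192 tested identifiers, of which 123 were never called. At 4 h 9 were higher and 1 lower than at 0 h, and at 16 h 38 and 11. At 8 h 10 were higher and 9 lower, which turned to 8 and 10 with the percentile taken over probes well above background.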

Each SERPIN with an inhibitory role is responsible for blocking the activity of one or more target proteins after binding, which induces an irreversible conformational change in the structure of the SERPIN, thereby disrupting its active site^82,83^.

Four protein ubiquitination-related genes (*F-box*, *U-box*) were specifically upregulated in the WT FAZ at 4 h, followed by a gradual increase in expression up to 8 or 16 h after flower removal (Fig. 6a1–a4). 

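By description, 309 F-box and 57 U-box identifiers were tested in the silenced FAZ. Of the F-box identifiers, 11 were called higher and 2 lower at 4 h than at 0 h, and 31 and 15 at 8 h. At 20 h 40 were higher and 26 lower, a balance that turned under quantile normalization (31 higher, 35 lower). Of the U-box identifiers, 10 were higher and 1 lower at 4 h, and 15 and 3 at 8 h. The files describe contig26218, contig26904 and contig30229 as U-box domain-containing protein 24. Contig26218 rose from -0.18 ± 0.05 at 0 h to 3.18 ± 0.43 at 4 h (SD, n = 2), a log2 fold change of 3.36 (SE 0.29, adjusted p = 0.000917, limma). Contig30229 was not called at 4 h (1.60, SE 1.25, adjusted p = 0.495) or at 20 h (1.95, adjusted p = 0.225). It was called at 8 h (4.24, adjusted p = 0.0333), at 12 h (5.61, adjusted p = 0.007) and at 16 h (4.16, adjusted p = 0.0247). Contig26904 was called at 20 h alone (2.11, adjusted p = 0.0305).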

One of the *F-box* genes was completely inhibited in the transgenic plants (Fig. 6a1), while the expression of the other three was delayed, and was only partly inhibited in the *THyPRP*-silenced plants compared to the WT FAZ (Fig. 6a2–a4, Supplementary Tables S3-S7). Various genes related to selective ubiquitin-mediated protein degradation were specifically expressed in citrus leaf AZ after ethylene treatment^7^. Activity of the F-box protein HAWAIIAN SKIRT was linked to the control of petal abscission in Arabidopsis^84^, and a cysteine protease (*RbCP1*) gene was expressed in the petal AZ of rose flowers^85^. *RbCP1* expression increased during natural and ethylene-induced rose petal abscission, and this increase was inhibited by 1-MCP. A mutant of CORONATINE INSENSITIVE1, an F-box protein which serves as the JA co-receptor and previously defined as *Delayed Abscission4*, exhibited a delayed abscission phenotype in Arabidopsis^86^.

Protein phosphorylation and dephosphorylated are known for decades as major mechanisms for the transmission of stress signals^87,88^. Our results show that genes encoding several phosphorylation/dephosphorylation enzymes, such as Serine/threonine-protein kinase receptor (Solyc04g077280.2.1) (Fig. 6h1), Phosphoenolpyruvate carboxykinase (Solyc04g076880.2.1) (Fig. 6h3), and Serine/threonine-protein phosphatase6 regulatory ankyrin repeat subunitA (Solyc06g076050.2.1) (Fig. 6h5), were specifically upregulated in the WT FAZ starting at 4 h after flower removal, and this upregulation was inhibited in the *THyPRP*-silenced plants. 

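Phosphoenolpyruvate carboxykinase has 1 tested identifier, contig7216. In the silenced FAZ it was not called at 4 h (log2 fold change 0.47, SE 0.43, adjusted p = 0.559, limma) or 8 h (0.55, adjusted p = 0.355), was called at 12 h (1.97, adjusted p = 0.00608), was not called at 16 h (0.72, adjusted p = 0.19) and was called at 20 h (1.26, adjusted p = 0.0374). The regulatory ankyrin repeat subunit A of phosphatase 6, contig30880, is represented by a probe oriented to the antisense strand, which was called at no time point, with log2 fold changes from -0.29 at 4 h (SE 0.23, adjusted p = 0.491) to 0.42 at 20 h (adjusted p = 0.159).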

The requirement of a MITOGEN-ACTIVATED PROTEIN kinase cascade and RLKs for abscission induction and execution was reported and extensively reviewed^13,89^. In a recent proteomic study, changes in proteins and phosphoproteins were examined in the tomato FAZ following ethylene and 1-MCP treatments^90^. A total of 450 phosphopeptides were detected (out of the 1429 quantified proteins), and the expression of 85 of them, corresponding to 73 phosphoproteins, was significantly modified by ethylene. These data demonstrate the unique features of the AZ phospho-proteomics, thereby suggesting the involvement of a complex network of kinase-substrate and phosphatase-substrate interactions in response to ethylene.

Another post-translational regulator gene that might be involved in abscission is *ATPase-AAA cell division*, which was upregulated between 4 and 16 h after flower removal in the WT FAZ, and its increased expression was inhibited in the *THyPRP*-silenced plants (Fig. 6d). The AAA modules were shown to behave as machines for folding/unfolding polypeptides, dissociation of protein–protein interactions, and production of unidirectional motion along tracks in which a usual feature is the assembly of its subunits to hexameric or heptameric rings^91^. Since the ATPase-AAA was inhibited in the silenced plants, it may indicate that the cell division and post-translational functions are involved in the abscission process.

#### Signal transduction regulation

Our results show that seven Ca-Calmodulin (Ca^2+^/CaM)-related genes with a similar expression pattern were specifically upregulated between 4 and 8 or at 16 h after flower removal in the WT FAZ, and were inhibited in the *THyPRP*-silenced plants: *Cyclic nucleotide-gated channel* (Fig. 6c4); *Calcium-transporting ATPase1* (Fig. 6e1); two *CaM-binding proteins* (Fig. 6e2,e3); two *CaM-like proteins* (Fig. 6e4,e5); and a *C2 domain-containing protein* (Fig. 6b1, Supplementary Tables S3-S7). 

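These classes go both ways in the silenced FAZ, apart from the CaM-like proteins, more of which were higher than lower at every time point. Of 25 identifiers described as cyclic nucleotide-gated channels, 0 were called higher and 0 lower at 4 h, 0 and 2 at 8 h, and 5 and 1 at 20 h. Of 14 described as calcium-transporting ATPase 1, 1 was higher and 0 lower at 4 h, 1 and 3 at 16 h, and 0 and 4 at 20 h. Of 55 CaM-binding proteins, 1 was higher and 2 lower at 4 h, and 7 and 13 at 16 h, while at 8 h 4 were higher and 7 lower, turning to 4 and 3 with normexp, and at 12 h 7 and 16, turning to 7 and 6. Of 21 CaM-like proteins, 1 was higher and 0 lower at 4 h, and 4 and 0 at 8 h. The counts were 6 and 1 at 12 h, 5 and 1 at 16 h, and 6 and 0 at 20 h. Of 28 proteins with a C2 domain, 0 were called at 4 h, and 2 were higher and 1 lower at 16 h, which quantile normalization turned to 2 and 4. It also turned the balance at 12 h (5 higher and 4 lower to 2 and 4) and at 20 h (4 and 2 to 3 and 5).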

C2 domain-containing proteins bind lipids and can regulate many cellular processes^92^. Other C2 domains were reported to act as modules for protein–protein interactions, or were suggested to play a critical role in protein localization^93^. These functions suggest that these proteins might be involved in the abscission process.

The Ca^2+^/CaM signal transduction plays a role in abscission processes. In citrus leaf abscission induced by a cycle of water stress/rehydration, a *CaM* gene was upregulated in the laminar AZ 1 h after rehydration^66^. During ethephon-induced litchi fruitlet abscission, 52 transcripts related to Ca^2+^ transport and perception displayed altered expression, among them, 19 and 33 genes were upregulated and downregulated, respectively^94^. Additionally, *CaM*, *CML*, and *Calcium-binding protein kinase* genes were upregulated in the AZ during mature olive fruit abscission^67^. These data suggest that Ca^2+^/CaM signaling plays an important role in the regulatory pathways of organ abscission. Our results, demonstrating an inhibition of the upregulation of a large number of Ca^2+^/CaM signaling-related genes in the *THyPRP*-silenced plants, suggest that THyPRP plays a significant role in regulating the Ca^2+^/CaM signal transduction in tomato pedicel abscission.

### Role of *THyPRP* in the regulation of pedicel abscission induced by flower removal

The aim of this study was to elucidate the possible role of THyPRP in regulating pedicel abscission induced by flower removal, by performing a transcriptome analysis of the FAZ in the *THyPRP*-silenced plants vs. the WT. In two previous transcriptome microarray analyses of the tomato FAZ vs. the NAZ, numerous genes were specifically expressed at zero time in the FAZ, including genes encoding TFs, hormone-related proteins, cell wall-modifying enzymes, lipid metabolism enzymes, and others^17,18^. *THyPRP* (*TPRP-F1*) was one of the specifically expressed genes at zero time in the tomato FAZ^15^, and we show here that its antisense silencing significantly inhibited tomato pedicel abscission induced by flower removal (Fig. 2).

Figure 7 summarizes the postulated events leading to the inhibition of tomato pedicel abscission in the *THyPRP*-silenced plants. This sequence of events is based on regulatory genes whose expression was altered in the FAZ of the silenced plants at zero time and early (0–4 h) after flower removal, compared to their expression in the WT FAZ. The role of these regulatory genes, which are active at different regulatory levels in the abscission process, was described and discussed above.

**Fig. 7:**
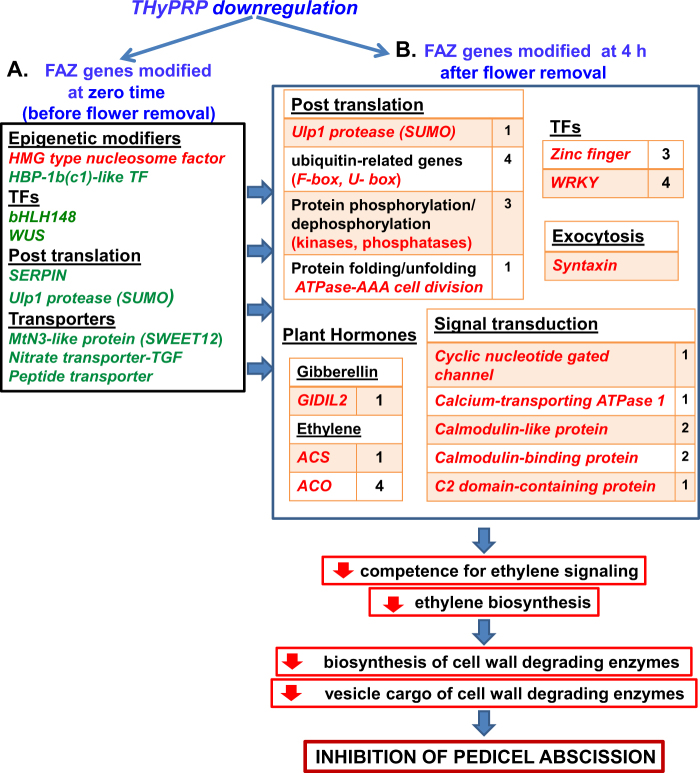
Summary of the genes modified in the FAZ of *TAPG4::antisense THyPRP* plants before (at zero time) and at 4 h after flower removal in response to *THyPRP* downregulation and abscission induction by flower removal, thereby leading to decrease of the postulated events resulting in the inhibition of pedicel abscission. Genes that were specifically upregulated or downregulated in the FAZ of *THyPRP-*silenced plants compared to the WT are marked in Green or Red, respectively. The numbers listed besides the gene names indicate the number of genes in the gene family that were affected in *THyPRP-*silenced plants

The *TAPG4* promoter was found to be a very good candidate for controlling gene silencing in the FAZ, since *THyPRP* expression in the silenced plants already decreased at zero time. Consequently, alternation in the expression of regulatory genes, including epigenetic modifiers, TFs, post-translational regulators, and transporters, already occurred before flower removal (Fig. 7a). We detected genes that were specifically upregulated in the WT FAZ at 4 h after flower removal, and their expression continued to increase later on for different periods (Fig. 7b). These upregulated genes, including genes related to ethylene biosynthesis, GA perception, TFs, post-translational regulation, and exocytosis, were inhibited in the FAZ of the *THyPRP*-silenced plants. Downregulation of the ethylene biosynthesis genes (*ACS*, *ACO*) in the *THyPRP-*silenced plants (Fig. 3b1–b5) probably leads to reduced ethylene production in the FAZ of these plants at 4 h, and to downregulation of other genes listed in Fig. 7b, which delay and inhibit the acquisition of the competence of the FAZ cells to respond to ethylene signaling. This inhibition could have resulted from altered expression of regulatory genes at zero time (Fig. 7a), or from the low expression of *THyPRP* during the 4-h period after flower removal (Fig. 1). These two effects, resulting from the *THyPRP* silencing, lead in turn to downregulation of the genes involved in abscission execution (Supplementary Figures. S2, S3), finally resulting in the inhibition of the abscission phenotype (Fig. 2).

Our data suggest that the effect of *THyPRP* silencing on pedicel abscission was not mediated by its effect on auxin balance, but by decreased ethylene biosynthesis and response. Additionally, *THyPRP* silencing revealed new players, which were demonstrated for the first time to be involved in regulating pedicel abscission processes. These include: GA-perception; Ca^2+^/CaM signaling; SERPINS and SUMO proteins involved in post-translational modifications; Synthaxin and SNARE-like proteins, which participate in exocytosis, necessary for cell separation. Taken together, our results suggest that THyPRP is a master regulator of pedicel abscission in tomato, predominantly by playing a role in the regulation of the FAZ competence to respond to ethylene signals.

## Electronic supplementary material

Supplementary Information-Figs S1-S4-Table S1

Table S2

Table S3

Table S4

Table S5

Tabls S6

Table S7

How the deposited data were processed for this re-analysis (not part of the article)

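The samples are 12 RNA preparations of the FAZ of TAPG4::antisense THyPRP plants, 2 biological replicates at each of 6 time points from 0 to 20 h after flower removal. Each was hybridised to one array of a custom one-colour tomato abscission zone chip. The arrays of the WT FAZ and NAZ were not analysed here.

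The deposited scanner files hold, for each spot, an intensity on a linear scale that the authors made with Feature Extraction 11.5.1.1 (protocol GE1_1105_Oct12), which subtracts the background and flags outlying spots. The authors then normalised the arrays in GeneSpring by a shift to the 75th percentile, and their deposited value table holds these values on a log2 scale. Set against the scanner files, between 90111 and 91831 of the 96152 probes of an array lay within 0.01 of the log2 intensity minus one constant. This value table was used as an alternative only.

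From the deposited intensities, control spots were left out, as were the 2 to 90 spots per array with an outlier flag. No spot was saturated. The log2 intensities of the spots of a probe were averaged and the 75th percentile of the array was subtracted. Signal over background sets the lower limit of each array: between 56.7 and 66.1% of the non-control spots were well above background. The lowest signal well above background lay between -5.21 and -3.71 relative to the 75th percentile. A probe was tested if it was well above background on both arrays of at least 1 time point, and the brightest probe stood for its gene identifier, which gave 37142 genes. Of the probes, 50779 are oriented to the sense strand and 45373 to the antisense strand. Of these genes, 6443 are represented by a probe oriented to the antisense strand, which need not measure the mRNA. Where 1 or both arrays of a group were not well above background, the fold change of a gene is given as a lower bound. It sets the mean of the bright group against the mean, over the arrays of the dim group, of the higher of the lowest signal well above background and the probe's own signal.

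The groups were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, one factor of time over all 12 arrays). The 5 later time points were each set against 0 h, with Benjamini-Hochberg adjustment over all genes tested and calls at an adjusted p under 0.05 and a fold change of at least 2. With 2 arrays against 2 an exact permutation test cannot give a p under 0.333, so limma, which pools the spread over the 6 groups, was used for every p. On simulated data for 16 h against 0 h, 37133 genes of which 200 were changed, it called 69% of the changed genes and 7 unchanged ones. The simulation drew independent arrays, with the same spread of a gene at every time point and no slide effect. In the data 5305 genes were called higher and 5251 lower at 16 h. The simulated rates therefore need not hold for these comparisons.

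The comparisons, the test, the thresholds, the alternatives and the rule for the genes named were set before the data were examined. That rule takes THyPRP, TAPG1, TAPG2, TAPG4, each gene that the paper identifies and the files carry, and for each time point the 3 largest fitted rises and the 3 largest fitted falls among genes called with replicates that do not overlap. Fitted changes that rest on signal under background choose these genes but do not rank them, and counts, medians and ranges over a class also use fitted changes. Of 117 identifiers read from the panels 4 were matched and 113 were not. Of 89 RefSeq accessions on the array, 81 were paired with a symbol through a table of the assembly SLM_r2.1. Grouping by description was chosen once the identifiers were seen, for 61 classes, and 2 of these have no identifier. Contigs with 1 to 5 members in a class are named for that reason.

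The alternatives were quantile normalization, the percentile over probes well above background on all arrays, normexp background correction (offset 50), no filter and a stricter filter on dim probes, a floor, averaged probes, each probe alone, eBayes with trend and robust settings, the replicate number as a block, only the arrays compared, only the arrays of one slide, the methods' t-test with and without adjustment, the authors' value table, no fold threshold, and each array left out in turn. Clock genes were looked up with one list of descriptions fixed before their levels were seen and with another, of 9 identifiers, fixed after the first had been read. Spike-in and negative control probes were used as checks between arrays.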

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

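The tests on the clock genes of the first list and on the slides were set before the levels were seen. The second list of clock genes was chosen only after the first had been read, and contig11716, contig26249, its test against time of day and the step of CO1 from 16 to 20 h were chosen after their values were seen. How to read the value of the dawn gene, the count of the second list and the level of the spike-in probes, all as undecided, was also settled only after they were seen.

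Contig11716, described as a late elongated hypocotyl and circadian clock associated-1-like protein, is not discussed in the paper. It stood at -0.16 ± 0.28 at 0 h and -0.04 ± 0.14 at 4 h, and at 6.67 ± 0.09 at 8 h, 7.19 ± 0.10 at 12 h, 7.21 ± 0.09 at 16 h and 4.89 ± 0.50 at 20 h (SD, n = 2). At 12 h its log2 fold change against 0 h was 7.35 (adjusted p = 3.2e-06, limma), higher in 2 of 2 arrays, and over 16 alternatives it ran from 6.28 to 7.55 with a highest adjusted p of 0.0453. Other genes of the first list moved the other way: contig13217 (gigantea) fell by 5.12 at 8 h, contig6853 (FKF1) fell by 6.12 at 12 h and contig5525 (pseudo response regulator 5) fell by 3.57 at 12 h, and contig5525 was back within 0.49 of its 0 h level at 20 h. Contig25409, also described as FKF1, was never called. Contig29433 (pseudo response regulator 9) rose, as contig11716 did, by 3.96 at 12 h. Contig24985, also described as gigantea, fell by 1.80 at 8 h and was not called at 12 h (-0.13). Of the 9 identifiers of the first list, 4 were called lower and 2 higher at 12 h, and 7 were called at 1 or more time points.

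Time of day runs alongside time after flower removal in this design, since no array of intact flowers at the later hours was analysed. The order set out for flowers at 0 h in the morning, a fall of the dawn gene by 8 h, was not seen, as contig11716 rose by 6.83. The clock genes did not stay within their replicate spread either. A daily rhythm in which 0 h lies in the afternoon or evening is a candidate explanation. The second list holds early flowering 3 and pseudo response regulators without a number. At 12 h 2 of its 9 identifiers were called lower and 0 higher. Lower was the direction set for this explanation, but no hour of peak was assigned to these identifiers. Over all time points 3 were called lower and 1, contig7186 at 20 h (log2 fold change 1.19), higher. The number is too small to decide, so a daily rhythm, an effect of flower removal on clock genes and an effect of the silencing cannot be told apart here. The paper gives a harvest of the inflorescences between 8 and 10 in the morning and refers to earlier work for flower removal, and its text does not name the hour of removal. A 0 h in the afternoon or evening would need several hours between harvest and removal, which was not tested. The mean level of 8 spike-in probes differed by no more than 0.0786 on the log2 scale between slides, while arrays of one slide differed by 0.36 to 0.78. These levels are relative to the 75th percentile, which takes out a shift of a whole slide, so they decide nothing about one. Contig11716 and contig13217 moved in opposite directions at 8 h, but their levels are on the same scale, so this decides nothing about such a shift either. A slide effect that differs between genes cannot be told apart from time for the step from 4 to 8 h, since these time points lie on different slides.

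CO1 (NM_001246910), which Fig. 5 lists as upregulated at 8 h, changed its direction within one slide. It rose by 6.36 from 4 to 8 h (SE 0.42, adjusted p = 0.000126) and its change from 16 to 20 h was -3.40 (SE 0.42, adjusted p = 0.00411, limma), so that it was 5.00 above its 0 h level at 16 h and 1.60 above it at 20 h. Contig11716 likewise dropped by 2.33 from 16 to 20 h (adjusted p = 0.00182). CO1 may therefore follow a daily rhythm with the clock genes, a hypothesis that the second list does not decide, with 2 called lower and 0 higher at 12 h, and contig7186 higher at 20 h (log2 fold change 1.19, adjusted p = 0.000511). That both arrays of 16 h and both of 20 h lie on one slide argues against the slide as the source of this fall.

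Contig26249, described as a cathepsin B-like cysteine proteinase, is also outside the paper's discussion and was among the 3 largest fitted rises at 4 h. It went from -4.19 ± 0.44 at 0 h to 1.41 ± 0.28 at 4 h (SD, n = 2), a log2 fold change of 5.60 (adjusted p = 0.000917, limma), and rose by a further 7.08 by 20 h (adjusted p = 8e-05). All 12 arrays measured it well above background, and 0 and 4 h share a slide. Over 17 alternatives the 4 h change ran from 3.45 to 5.91, lowest with normexp. The highest adjusted p was 0.163, when the spread was estimated from the 4 arrays alone, gene by gene, as the methods' test does. A daily rhythm alone would have to bring it back to its 0 h level by 24 h. From 20 h that would be a fall of at least 12.36 on the log2 scale within 4 h, while the largest fall of any tested gene between adjacent time points was 7.49, background readings included. This argues against time of day as the whole source of the rise by 20 h. A part of it from time of day, an effect of flower removal and an effect of the silencing stay open. No technical explanation was tested for this gene alone.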

How the results depend on the processing

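No test in this part was chosen after the result was seen. No scaling changed the direction of a named gene. The counts of genes higher and lower than at 0 h stayed within 1.5 times of those reported under quantile normalization, the percentile over probes well above background, both filters on dim probes, the floor, averaged probes, eBayes with trend and robust settings, only the 4 arrays compared, the authors' value table and the methods' t-test with unadjusted p, which called 1436 higher and 892 lower at 4 h, 3118 and 2390 at 8 h, 4324 and 3884 at 12 h, 4442 and 4391 at 16 h, and 4322 and 3734 at 20 h. The median log2 fold change of all genes moved by more than 0.1 under 3 scalings. The largest moves were from 0.06 to -0.12 at 20 h with quantile normalization, from -0.01 to -0.11 at 12 h with the percentile over probes well above background and from -0.01 to 0.09 at 12 h with normexp. No scaling moved the share of higher genes among those called by more than 10 points, the largest move being from 51.5 to 41.6% at 20 h with quantile normalization.

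After Benjamini-Hochberg adjustment the methods' t-test called 0 higher and 0 lower at 4 h and at 8 h, 648 and 611 at 12 h, 2251 and 2054 at 16 h, and 18 and 19 at 20 h. It estimates the spread from 4 arrays gene by gene. With normexp, 1647 genes were lower at 8 h, 3052 at 12 h and 3421 at 16 h, and the cause was not tested. With each probe tested alone, which counts probes and not genes, 5847 were higher and 4346 lower at 8 h, 8413 and 7542 at 12 h, 8878 higher at 16 h and 9976 higher at 20 h. With the adjusted p alone, which removes the fold threshold, 1137 were lower at 4 h, 6462 higher and 5406 lower at 8 h, 9179 and 8780 at 12 h, 8671 and 9489 at 16 h, and 9871 and 9140 at 20 h.

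Leaving out each array in turn, which assumes that the lone array varies like the other groups, gave 549 to 878 higher and 216 to 370 lower genes at 4 h, and 1666 to 2631 lower genes at 8 h, where the lowest count is the one without replicate 2 of 8 h. The other counts stayed within 1.5 times of those reported.

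Of the 7 genes of the paper found by name, 4 were called in the time point set for them. With only probes well above background on all arrays 2 of the 4 genes left were called, since TAPG1, TAPG2 and WUS are not tested there, and with the adjusted t-test 2 of 7. Leaving out any array kept the number at 4. THyPRP at 4 h moved from -0.70 to 0.65 without replicate 1 of 0 h. Of 36 results for named genes, 22 lost their call under the adjusted t-test, and with only probes well above background on all arrays 9 of the 36 have a value. Contig11479 lost its call at 4 h without replicate 1 of 0 h or either array of 4 h, as did contig20809 at 20 h without replicate 2 of 0 h or either array of 20 h. The fit on one slide exists for 4 h against 0 h alone and gives 1338 higher and 834 lower genes, the same as with the 4 arrays compared.

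The paper states that the samples came from a pair of biological experiments displaced in time, and does not say that the replicate number marks the experiment. Between slides the arrays give no clear pairing by that number. Over the 15 pairs of time points, deviations of arrays with the same number correlated across genes between -0.333 and 0.277 (median 0.0563), and 6 of 15 were over 0.1. The pairs that share a slide were all among these, at 0.277 (0 and 4 h), 0.211 (8 and 12 h) and 0.249 (16 and 20 h). Pairs on different slides ran from -0.333 to 0.259. A replicate effect within each slide was not fitted. With the number as a replicate block, 1335 genes were higher and 709 lower at 4 h, 3852 and 2670 at 8 h, 5200 and 4973 at 12 h, 5211 and 5242 at 16 h, and 5587 and 5304 at 20 h.

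Signal over background limits what these values can show. Where a group is not well above background, its level has only an upper limit, and the array of replicate 2 at 20 h has the highest such limit (-3.71 relative to its 75th percentile).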

Differences from the paper's values

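Levels of 3 genes could be read from Fig. 5 for the silenced FAZ, 17 in all, and none differs by more than 1.5 times from the mean of the deposited intensities of the gene's brightest probe. With 1 array left out 9 of 34 lie further apart than that, and with the probes of a gene averaged all 17 do. That average takes in antisense-oriented probes far dimmer than the sense-oriented ones. This alone lowers it, so it does not test the match with the figure. The figure's values lie on the scale of the mean intensity before normalisation. WUS is about 2400 at 0 h and about 160 at 16 h in Fig. 5, read by eye, and the mean intensity of its brightest probe is 2401 and 164. CO1 is about 400 at 0 h, about 8900 at 8 h and about 700 at 20 h in Fig. 5, read by eye, against 374, 8867 and 702. AK224831 is about 11000 at 0 h and about 300 at 20 h in Fig. 5, read by eye, against 11240 and 264. The 264 is the mean of 504 and 24.5 on the arrays of 20 h (SD 339), so that it rests on replicate 1. The arrays also lie apart for WUS at 16 h (216 and 113) and for CO1 at 0 h (512 and 235). The 75th percentile of the log2 intensity differs between arrays from 7.39 to 8.12, and levels on the figure's scale carry that difference.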

Other observations

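Of the tests in this part, the one on the probes of THyPRP was chosen only after the result was seen. For the test on replicates ahead in the time course, the counts of genes that go with the step and the shares taken as decisive were also settled after its correlations were seen, and so was the use of the limit of the arrays for the antisense-oriented probe.

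The 0 h arrays differ in THyPRP by 2.69 on the log2 scale, which is 6.47-fold. Of the 31718 genes well above background on all arrays, 33 differ by as much. A fault of one probe is argued against, because the other sense-oriented probe differs by 2.63 in the same direction. In all, 85 genes were 4-fold or more higher and 12 as much lower on replicate 1. Whether the plants, the flowers or the dissection of the FAZ differed was not tested, so the gap may come from any of these.

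The antisense-oriented probes of THyPRP did not follow TAPG4, whose promoter drives the antisense construct. One was not well above background on any array. The other was well above background at 0 and 4 h, with a mean of -2.69 ± 0.92 at 0 h (SD, n = 2). At 12 h it was not well above background on either array, and with 12 h at the limit of its arrays (-4.48) the fall is at least 1.78 on the log2 scale, or at least 3.44-fold, while TAPG4 rose. The signal therefore did not rise with TAPG4 up to 12 h. Whether RNA of the construct was its source stays undecided. It was not tested whether that RNA follows TAPG4, or whether the probe lies in the construct's fragment of THyPRP. At 20 h the probe was well above background on 1 of 2 arrays, replicate 2, at -2.80, against -6.74 on the other. Whether the labelling would pick up this RNA was not tested.

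Replicates of 8 and 12 h lay 2-fold or more apart in 787 and 1133 of the 31718 genes, those of 0 and 4 h in 575 and 647, and those of 16 and 20 h in 915 and 1763. A candidate explanation is that one replicate is ahead in the time course. Across genes, the difference of replicate 2 from replicate 1 at 8 h correlated with the step from 4 to 12 h at r = 0.426, and at 12 h with the step from 8 to 16 h at r = -0.218 (genes are not independent replicates, and 4 time points were looked at). Of the 525 genes 2-fold apart at 8 h whose step was also 2-fold, 498 went with the step in replicate 2 (94.9%), and at 12 h 83 of 495 did (16.8%). These values go with replicate 2 being ahead at 8 h and replicate 1 at 12 h. However, the replicate differences of 8 and 12 h correlated with each other at r = 0.211. Opposite replicates being ahead would not readily give a positive value, so the explanation stays undecided. At 16 h the correlation with the step from 12 to 20 h was 0.306, and 363 of 404 genes (89.9%) went with it in replicate 2. At 4 h the correlation with the step from 0 to 8 h was -0.170, and 103 of 323 (31.9%) went with it. At 20 h there is no later step to set the gap against. A difference in the share of abscission zone cells in the tissue was not tested and stays open.

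Steps between adjacent time points do not follow the slides. From 12 to 16 h, on different slides, 30 genes were called. Within slides, 2128 were called from 0 to 4 h, 1479 from 8 to 12 h and 1588 from 16 to 20 h, and 2255 from 4 to 8 h between slides. The count of 30 argues against a rule by which steps between slides call more genes. It concerns the second and the third slide, and for the step from 4 to 8 h, which has the most calls, this count does not separate the slide from time.

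The array of replicate 2 at 20 h spans a narrower range (SD of its log2 levels 3.48, against 3.73 to 3.86 on the others). Its negative control probes had a median of -5.95 relative to the 75th percentile, closer to it than the -7.45 to -6.65 of the other 11 arrays, and also the highest median log2 intensity (1.44 against 0.68 to 1.17). This is in line with a raised background on that array. Without it, 4621 genes were higher and 4718 lower at 20 h, and without replicate 1 of 20 h 6447 and 5613.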
